# The Coding and Noncoding Architecture of the *Caulobacter crescentus* Genome

**DOI:** 10.1371/journal.pgen.1004463

**Published:** 2014-07-31

**Authors:** Jared M. Schrader, Bo Zhou, Gene-Wei Li, Keren Lasker, W. Seth Childers, Brandon Williams, Tao Long, Sean Crosson, Harley H. McAdams, Jonathan S. Weissman, Lucy Shapiro

## Abstract

*Caulobacter crescentus* undergoes an asymmetric cell division controlled by a genetic circuit that cycles in space and time. We provide a universal strategy for defining the coding potential of bacterial genomes by applying ribosome profiling, RNA-seq, global 5′-RACE, and liquid chromatography coupled with tandem mass spectrometry (LC-MS) data to the 4-megabase *C. crescentus* genome. We mapped transcript units at single base-pair resolution using RNA-seq together with global 5′-RACE. Additionally, using ribosome profiling and LC-MS, we mapped translation start sites and coding regions with near complete coverage. We found most start codons lacked corresponding Shine-Dalgarno sites although ribosomes were observed to pause at internal Shine-Dalgarno sites within the coding DNA sequence (CDS). These data suggest a more prevalent use of the Shine-Dalgarno sequence for ribosome pausing rather than translation initiation in *C. crescentus*. Overall 19% of the transcribed and translated genomic elements were newly identified or significantly improved by this approach, providing a valuable genomic resource to elucidate the complete *C. crescentus* genetic circuitry that controls asymmetric cell division.

## Author Summary

*Caulobacter crescentus* is a model system for studying asymmetric cell division, a fundamental process that, through differential gene expression in the two daughter cells, enables the generation of cells with different fates. To explore how the genome directs and maintains asymmetry upon cell division, we performed a coordinated analysis of multiple genomic and proteomic datasets to identify the RNA and protein coding features in the *C. crescentus* genome. Our integrated analysis identifies many new genetic regulatory elements, adding significant regulatory complexity to the *C. crescentus* genome. Surprisingly, 75.4% of protein coding genes lack a canonical translation initiation sequence motif (the Shine-Dalgarno site) which hybridizes to the 3′ end of the ribosomal RNA allowing translation initiation. We find Shine-Dalgarno sites primarily inside of genes where they cause translating ribosomes to pause, possibly allowing nascent proteins to correctly fold. With our detailed map of genomic transcription and translation elements, a systems view of the genetic network that controls asymmetric cell division is within reach.

## Introduction

The *C. crescentus* genome encodes instructions to perform asymmetric cell division using a genetic circuit that integrates transcriptional control from differential chromosome methylation, activation of transcription factors by phosphosignaling pathways, specific proteolysis events, and the subcellular localization of regulatory proteins [1]. Multiple cell cycle events are coordinated with the replication and segregation of the chromosome once and only once per cell cycle [2]. While the *C. crescentus* genome was sequenced 13 years ago [3], our understanding of the transcribed and translated elements in the genome is far from complete.

Tiling arrays have previously been used to map 27 ncRNAs and 769 transcription start sites (TSSs) in the *C. crescentus* genome [4],[5]. Now, using RNA sequencing one can identify transcript architectures at single base-pair resolution and with genome-wide coverage [6]. Recently, global identification of 5′ PPP sites of transcription initiation in the genome using a modified global RACE approach enabled mapping of 2726 TSSs in the *C. crescentus* genome (Zhou *et al.* [unpublished data]). Liquid chromatography-mass spectrometry (LC-MS) based proteomics methods have identified peptides in 66% of annotated coding DNA sequences (CDSs) [7], but poor peptide coverage severely limits mapping of entire CDSs. However, with ribosome profiling, which maps translating ribosomes [8],[9], we have successfully mapped the *C. crescentus* CDSs genome-wide.

We report application of a multi-omic approach utilizing RNA-seq, global 5′-RACE, LC-MS proteomics, and ribosome profiling data sets to identify the RNA transcripts and CDSs in the *C. crescentus* genome at high resolution. We identified transcription units at single nucleotide resolution, 5′ and 3′ UTRs, and the position of all translated CDSs at near single codon resolution in the *C. crescentus* genome. Integration of these datasets allowed the identification of 375 leaderless mRNAs, 94 new small open reading frames, and 106 new noncoding RNAs. Additionally, we mapped 3235 CDSs in the *C. crescentus* genome transcribed from 2201 mRNA transcripts. Our integrated analysis also identifies a plethora of genetic regulatory elements, significantly increasing the knowledge of regulatory complexity encoded by the *C. crescentus* genome. With the identification of the genomic transcription and translation elements, a systems map of the genetic network that controls asymmetric cell division is within reach.

Analysis of the translation initiation sites shows that a majority (75.4%) initiate without a Shine-Dalgarno sequence. A majority of Shine-Dalgarno sites are encoded within the CDSs and, as with *E. coli* and *B. subtilis*, these Shine-Dalgarno sites correlate with pauses in translation elongation [10]–[12]. This suggests that *C. crescentus* uses the Shine-Dalgarno site more commonly for ribosome pausing rather than translation initiation. As suggested from a multitude of predicted bacterial genome annotations [13]–[16], our genomic map provides further experimental evidence that the Shine-Dalgarno-based translation initiation model is not applicable to all bacteria.

## Results

### A multi-level genome-wide gene expression map

We integrated multiple *C. crescentus* genomic datasets to map global gene expression features at base-pair resolution (Figure 1). We used a genomic RACE dataset that mapped 2726 TSSs in minimal defined medium allowing promoter and 5′ end RNA identification (Zhou *et al.* [unpublished data] NCBI GEO accession number GSE57366). Additionally, we used RNA-seq data derived from base-hydrolyzed RNA fragments from complex and minimal defined medium to find both the stable 5′ end of the transcript and the length of the transcript onto which we mapped the individual CDSs. 

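RNA-seq was done on 1 library from M2G medium (M2 minimal salts with glucose) and 1 library from PYE medium (peptone-yeast extract), with no replicates in either medium. The NA1000 cultures were grown to an OD600 of 0.5 and treated with 100 µg/mL chloramphenicol for 2 min, and the RNA was hydrolyzed at 95 °C for 23 min and size selected between 20 and 45 nt. The authors mapped the reads to the NA1000 genome and deposited for each nucleotide and strand the number of reads whose 5′ end maps there and the depth of full reads. The files hold 345201 reads by their 5′ ends for M2G and 219340 for PYE. The summed depth divided by these totals gives a mean read length of 27.1 nt in M2G and 29.7 nt in PYE, and read depth over a region was divided by this length to give reads. RNA-seq levels are given as RPKM, with the reads outside 9 RNA genes of 74 to 86 nt in the operon list of Dataset S1 as the library total. The CDS map was taken from Dataset S1 and holds 2245 CDSs, of which 1999 come from its CDS list, up to position 2218730, and 246 from its operon list, up to position 2589782. CDSs further along the genome were not analysed here. At these depths 3 reads are 0.000869% of the M2G library and 0.00137% of the PYE library, which was taken as the smallest share that can be seen. Intervals and floors cover counting error only, and with 1 library per medium no difference between media has a replicate check.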

To identify translated CDSs, we used both genome coverage of trypsin-digested peptides (identified for 2559 annotated CDSs) in minimal medium during log growth and starvation [7] and ribosome profiling data. 

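Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease, and was done on 1 M2G and 1 PYE culture without replicates. The authors mapped the footprints to the NA1000 genome, spread each read over its central nucleotides (center weighting) so that every read adds a total of 1, and deposited the resulting density for each nucleotide and strand. The density sums to 1888642 footprints in M2G and 3860144 in PYE, so that 3 footprints are 0.000159% of the M2G library and 7.77e-05% of the PYE library. Density above 0 covers 1583031 positions in M2G and 1703856 in PYE, counted over both strands. The density over a CDS was summed without its first 10 and last 5 codons and scaled to RPKM, and translation efficiency was calculated as footprint RPKM divided by RNA-seq RPKM for genes with at least 30 reads in each library used. Footprints on the 9 RNA genes of 74 to 86 nt were left out of the scaling; they made up 0.00705% of the M2G footprints and 0.333% of the PYE footprints.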

Ribosome profiling data were collected from mid-log phase *C. crescentus* NA1000 cultures grown in complex (peptone-yeast extract; PYE) and minimal defined (M2 glucose; M2G) medium. Translation was arrested with 100 µg/mL chloramphenicol, polysomes were digested with micrococcal nuclease, and ribosome-protected mRNA fragments were purified on a sucrose gradient and prepared for high throughput sequencing (Figure S1) [8],[17]. Although the extent of peptide coverage within the CDS was not consistent due to the non-uniform distribution of trypsin cut sites, the ribosome profiling data allowed us to map the expressed CDSs in the genome with high coverage and resolution. The 5′ and 3′ UTRs of the transcript can thus be identified. With this approach we have now identified the global transcript and CDS architecture of the *C. crescentus* genome under the specified growth conditions. Our updated version of the *C. crescentus* genome annotation can be downloaded here (Dataset S1), and has been incorporated in the NCBI NA1000 annotation (accession CP001340).

**Figure 1:**
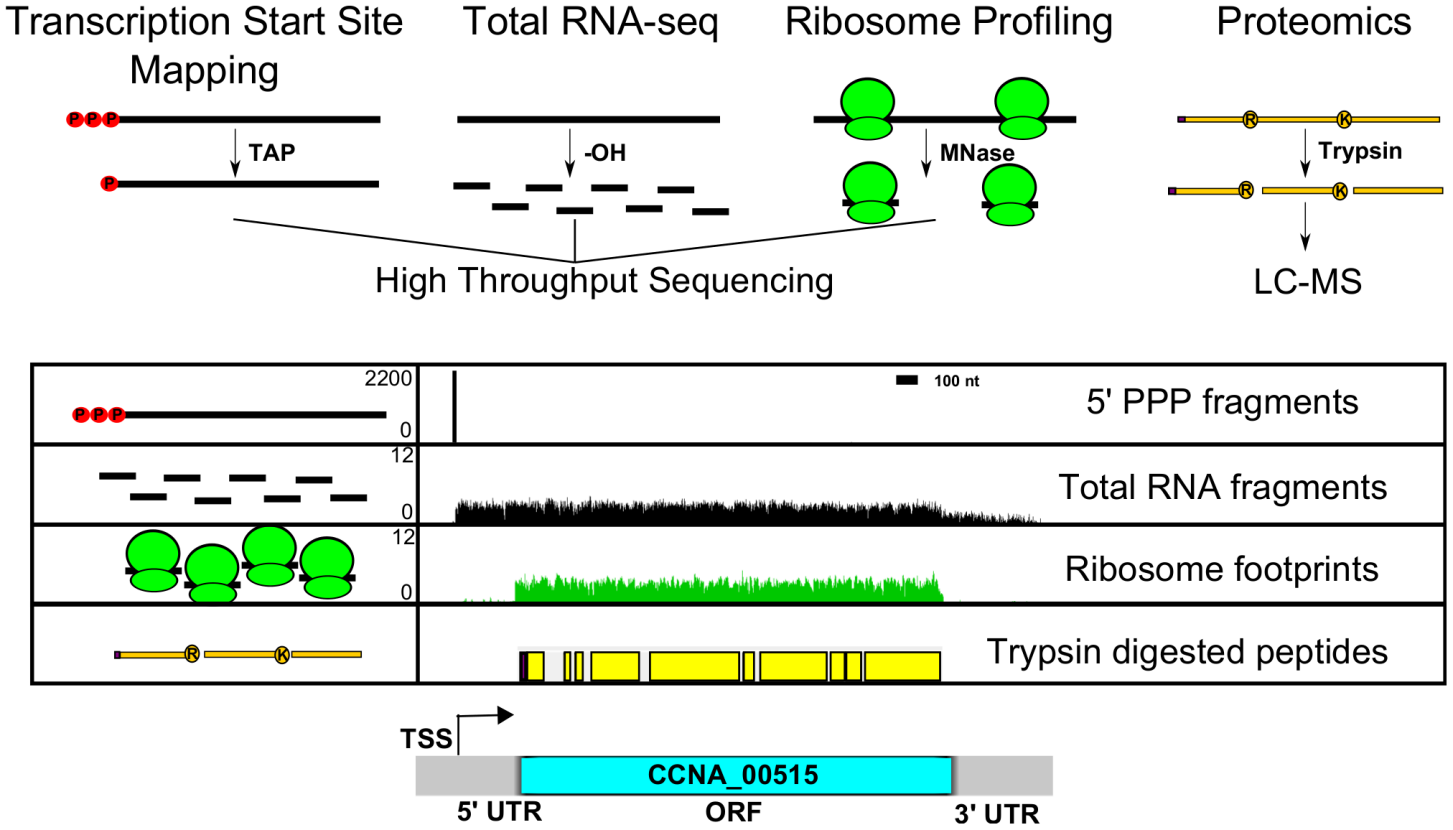
Genome-wide data set integration to map the genetic elements in the *C. crescentus* genome. 5′PPP transcription start site (TSS) (Zhou *et al.* [unpublished data]) (red spheres with black bar), RNA-seq density (black bars), ribosome footprints (green ribosomes), and LC-MS peptide coverage [7] (yellow bars) shown for a single gene (*CCNA_00515*) between 528700 and 532200 bp. 5′PPP data generated from Tobacco Acid Pyrophosphate (TAP) enriched 5′ global RACE. 5′ PPP fragments plotted with Y-axis scale in #reads. Base hydrolyzed (-OH) RNA-seq data plotted with Y-axis scale in log(#reads+1). Micrococcal nuclease (MNase) protected ribosome footprints plotted with Y-axis scale in log(#reads+1). LC-MS-identified tryptic peptides are mapped onto their respective positions of the CDS with potential ribosomal initiated N-terminal residue in purple. Respective genomic features are highlighted including transcriptional start site (TSS), 5′ untranslated region (UTR), coding region (blue bar), and 3′ UTR of the expressed element. Y-axis scales are similar in all subsequent figures.

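CCNA_00515, which Dataset S1 lists as 5-methyltetrahydropteroyltriglutamate-homocysteine methyltransferase, lies on the + strand of the NA1000 genome from 529324 to 531657. It held 2167 RNA-seq reads in M2G and 388 in PYE. Its footprints numbered 23472 in M2G and 12366 in PYE over the whole CDS. The 300 nt upstream of the start codon, from 529024 to 529323, held 274 RNA-seq reads in M2G at a density of 91.3 reads per 100 nt, against 92.8 reads per 100 nt in the CDS. Footprint density fell from 1006 per 100 nt in the CDS to 27.3 per 100 nt in those 300 nt, and 80.9 of the 81.9 footprints there lay in the last 50 nt before the start codon.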

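RNA-seq RPKM was compared between the M2G and PYE libraries for the 583 genes with at least 30 reads in both. More than 2-fold differences were found for 46 of them, 22 higher and 24 lower in M2G, and the median log2 ratio was -0.12. The alternative that moved this count most was a minimum of 100 reads, under which 7 of 202 genes differed. Among genes with at least 100 reads in all 4 libraries, CCNA_00515 rose most, with a log2 ratio of M2G to PYE of 1.82 (standard error 0.08, from counting alone). CCNA_00974, an OAR protein precursor, followed at 1.41 and CCNA_02136, glucose-6-phosphate 1-dehydrogenase, at 1.00. Glutamine synthetase (CCNA_02047) and a lipid-transfer protein (CCNA_02337) had log2 ratios of 0.85 and 0.82. The largest fall was that of CCNA_01035, gamma-glutamyltranspeptidase, at -2.24 (standard error 0.15). Of its 125 RNA-seq reads in M2G and 375 in PYE, 95.2 and 277 lay in its last 109 nt, inside the ncRNA CCNA_R0129. Only with these reads did CCNA_01035 reach the minimum of 100 reads, so its RNA-seq value rests mostly on the ncRNA stretch. The fall was not confined to that stretch. The 181 nt of the CDS directly before it held few reads, 5.67 in M2G and 16.2 in PYE. Footprint RPKM over the CDS fell as well, at a log2 ratio of -2.94. NAD-specific glutamate dehydrogenase (CCNA_00086) was at -1.59, the TonB-dependent receptors CCNA_00210 and CCNA_01155 at -1.37 and -1.04, and the C4-dicarboxylate transport protein CCNA_00264 at -0.97. The standard errors of these 10 genes lie between 0.08 and 0.16 on the log2 scale and cover counting error only. The minimum of 100 reads leaves out genes with fewer reads in either medium, some of which changed more. CCNA_00214, a TonB-dependent receptor, was at 5.37, with 2073 reads in M2G and 31.9 in PYE. CCNA_00846 was at -2.95, with 46.6 and 229 reads. Such genes are also missing from the 7 of 202.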

We identified differentially expressed genes by comparing RNA-seq levels between M2G and PYE medium, and these results agree well with previous microarray measurements (Dataset S1) [18]. In addition, we find that the ribosome profiling levels correlate with the relative amount of protein present in the cell, validating that the ribosome profiling assay is measuring protein production (Fig. S15). The ribosome profiling data also revealed additional changes in translation between growth conditions (Dataset S1). We found 39 genes that are differentially translated with a >2-fold change in translation efficiency (as defined in the Methods) between M2G and PYE medium (Dataset S1). 

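The comparison covered the 571 genes of the CDS map with at least 30 reads in each of the 4 libraries. Translation efficiency differed by more than 2-fold for 17 of them, 2 higher and 15 lower in M2G. With the stricter requirement that the 95% interval from counting error lies wholly beyond 2-fold, 6 genes remained, 2 higher and 4 lower, and with at least 100 reads in each library 4 of 199 genes remained, 1 higher and 3 lower. Among genes with at least 100 reads in each library, the largest rise was in CCNA_02225, an ArsR family/SAM-dependent transcriptional regulator, at a log2 ratio of M2G to PYE of 2.03 (standard error 0.23 from counting). The largest falls were in CCNA_00851, an efflux lipoprotein precursor, at -1.18, CCNA_00215, surface layer protein SapC, at -1.12, CCNA_01969, aspartyl-tRNA synthetase, at -1.03, CCNA_01186, a conserved hypothetical protein, at -0.93 and CCNA_00808, ribosomal protein L34P, at -0.88. After CCNA_02225, the largest rises were in CCNA_00690, a CarD-family regulator, at 0.95, in rsaA (CCNA_01059) at 0.85, in CCNA_02136 at 0.54 and in CCNA_02069, translocase subunit secF, at 0.53. The minimum of 100 reads left out larger changes with fewer reads. Among them were a fall of -2.13 (standard error 0.36) in CCNA_00938, acetyl-CoA acetyltransferase, and a rise of 1.77 (0.36) in CCNA_02271, stalk cross-band protein StpD. The median log2 ratio over the 571 genes was -0.17, and centring the ratios on it left 17 genes, 8 higher and 9 lower in M2G.

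**Figure D1:**
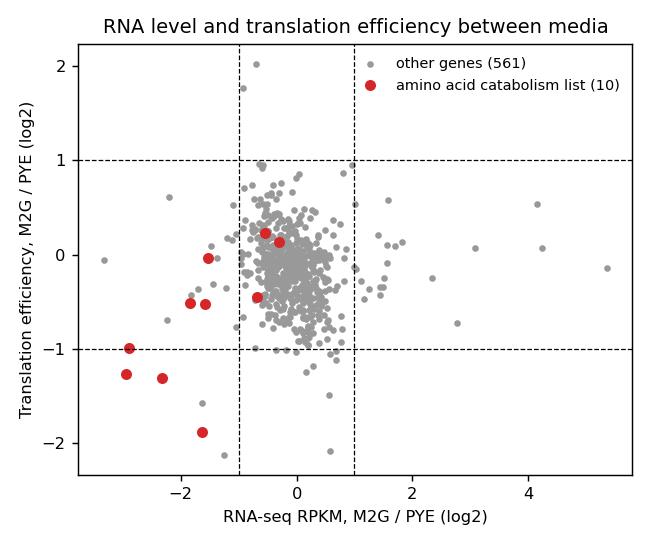
RNA-seq RPKM ratio (x axis, log2 of M2G over PYE) against translation efficiency ratio (y axis, log2 of M2G over PYE) for 571 genes with at least 30 reads in each of the 4 libraries. Red points are the 10 genes of an amino acid catabolism list, 8 of which lie below 0 on the y axis, and dashed lines mark 2-fold changes.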

The largest class of differentially translated genes includes eight genes involved in amino acid catabolism. These genes are repressed in M2G, likely due to the absence of amino acids in the medium.

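Genes of amino acid catabolism were taken from the product names of the CDS map by a fixed list of terms, which matched 32 CDSs, 10 of them with at least 30 reads in each of the 4 libraries. Translation efficiency was lower in M2G than in PYE for 8 of the 10 and more than 2-fold lower for 3. These 3 were CCNA_02252, a methylcrotonyl-CoA carboxylase subunit, at a log2 ratio of -1.89 (standard error 0.30 from counting), CCNA_02164, glutamate dehydrogenase/leucine dehydrogenase, at -1.31 (0.24), and CCNA_00846, proline dehydrogenase/delta-1-pyrroline-5-carboxylate dehydrogenase, at -1.27 (0.26). Another subunit of methylcrotonyl-CoA carboxylase, CCNA_02250, was at -0.99 (0.31). The median of the 10 genes was -0.52, and 0.88% of 10000 random lists of 10 genes, matched on deciles of mean RNA-seq RPKM, had a lower median. RNA-seq RPKM was lower in M2G for all 10 genes, by more than 2-fold for 7, with a median log2 ratio of -1.61 that none of the 10000 random lists reached. These percentiles describe the libraries in hand and not a spread between cultures. They may be too small, because the random lists drew single genes, whereas the list holds genes that lie close together, such as CCNA_02250 and CCNA_02252. The 8 of 10 are counted against 0, whereas the median log2 ratio of translation efficiency over the 571 genes was -0.17. The paper states that the genes of amino acid catabolism are repressed in M2G, and proposes the absence of amino acids in that medium as the reason.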

### The *C. crescentus* CDS map

We mapped the CDSs in the *C. crescentus* genome using both LC-MS peptide coverage [7] and ribosome profiling. We initially used the LC-MS peptide coverage and the specificity of trypsin protease to map start codons. Since trypsin cuts proteins after Arg or Lys residues, we identified translation start sites as N-terminal sites not preceded by Arg or Lys codons. To avoid false signals from peptides generated from protein degradation we searched for peptides >20 amino acids, thereby omitting products from the major protease ClpP [19]. A majority of the remaining peptides mapped to ATG, GTG, or TTG start codons or the next codon that would result from cleavage of fMet. In this manner, we identified 621 start codons out of the 3818 annotated CDSs in the NA1000 (CP001340) genome. The remainder could not be identified due to the poor intra-CDS coverage of peptides. 

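Footprint density around start codons was averaged over the CDSs that Dataset S1 marks as verified by LC-MS, each CDS scaled to its own mean density. Of 384 such start codons in the CDS map, 92 belong to CDSs with more than 3 footprints per codon in M2G and 149 in PYE. In M2G the highest mean within 10 nt before and 20 nt after the start codon was 5.32 times the CDS mean, 8 nt after the first nucleotide of the start codon (95% bootstrap interval over CDSs 4.07 to 6.77). In PYE it was 4.28 times the CDS mean, 15 nt after that nucleotide (3.40 to 5.32).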

Since the ribosome profiling read density matched the 621 verified start codons remarkably well (Figure S2), we used the ribosome profiling data to map all start codons. Importantly, ribosome profiling relies on sequencing the protected mRNA fragment from actively translating ribosomes; thus, the ribosome profiling results can be used to globally map start codons at near complete coverage. Using the density of ribosomes along CDSs, we searched for start codons in the predicted annotation (CP001340) by looking for a continual density of ribosomes from the stop codon to the furthest upstream in-frame start codon. If a peptide was found in the LC-MS data, we refined the search for the start codon from the most N-terminal codon of the peptide to the furthest upstream in-frame start codon covered by ribosome footprints. Additionally, we found many LC-MS peptides and ribosomes positioned outside of annotated CDSs either within intergenic regions or on the opposite strand of hypothetical CDSs. We manually curated these regions to identify the boundaries of the corresponding CDS. Using this multipronged approach we mapped 3235 CDSs in the *C. crescentus* genome. 

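In the part of the CDS map used here, up to position 2218730, 1694 of 1999 CDSs are marked in Dataset S1 as mapped by ribosome profiling. Of these 1694 CDSs, 1650 (97.4%) held at least 30 footprints over both media together, with a median of 414 footprints and quartiles of 165.1 and 1290.3, and 1 held none. The 305 CDSs not so marked had a median of 20 footprints, 32 of them had none, and 108 (35.4%) reached 30 footprints. By the Methods the CDSs were mapped from the footprints of these same libraries, so this difference is no independent test of the marks.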

The average increase in the density of ribosomes at the start codon (Figure S2) aided the detection of start codons and, despite heterogeneity in mRNA footprint sizes, allowed us to identify start codons at near single codon resolution.

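Start codons were counted over the 1694 CDSs of the CDS list, up to position 2218730, that Dataset S1 marks as mapped by ribosome profiling. ATG was the start codon of 1301 (76.8%, 95% Wilson interval 74.7 to 78.7), GTG of 243 (14.3%, 12.8 to 16.1), TTG of 138 (8.15%, 6.94 to 9.55), CTG of 11 (0.649%, 0.363 to 1.16) and ATC of 1. Over all 1999 CDSs of the list, mapped or not, ATG made up 74.0%.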

While 74.3% of the start codons identified were ATG, many CDSs initiate with GTG (14.5%), TTG (10.3%), and a few with CTG (0.7%) (Dataset S1). We also observed a small number of CDSs that begin with other potential near-cognate start codons (0.25%), including one double mismatch GTC codon verified by LC-MS (Dataset S1). 

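The corrections were not repeated here, because the earlier annotation was not used. Of the genes named, the CDS map used here contains sciP (CCNA_00948), divJ (CCNA_01116) and sidA (CCNA_02004), at the starts given in Dataset S1. The sciP CDS (+ strand, 1026439 to 1026720) held 225 RNA-seq reads and 1428 footprints in M2G, and 155 and 3294 in PYE. The divJ CDS (+ strand, 1220535 to 1222292) held 116 reads and 309 footprints in M2G, and 66.1 and 628 in PYE. The sidA CDS (- strand, 2152374 to 2152463) held 8.33 reads and 72.7 footprints in M2G, and 5.93 and 102 in PYE. With both media pooled, footprints from 30 nt before to 9 nt after the first nucleotide of the start codon numbered 542 for sciP, 44.1 for divJ and 113 for sidA, and those from 12 to 30 nt after it numbered 388, 56.3 and 57.0.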

In total, we corrected the start codons of 12.8% of annotated CDSs (or 15.7% of those that were mapped), including many that were previously reported to be misannotated or involved in cell cycle regulation including *gcrA*, *chpT*, *sciP*, *sidA*, *divJ*, *parB*, and *ftsA* (Dataset S1) [20]–[22]. We verified that the *ftsA* start codon is 18 codons upstream using western blots (Figure 2A, Figure S11) and found that overexpression from a high-copy plasmid containing the correct start codon yielded a strong cell division phenotype while that of the previously annotated form lacking the N-terminal 18 amino acids ([23]–[25]) causes a less severe phenotype (Figure 2A) even after 24 hours of overexpression (Figure S16), suggesting these 18 N-terminal amino acids are likely functional. In general, predicted start codons are further upstream than our experimentally determined start codons due to the biases of start codon prediction algorithms to pick longer CDSs. However, we identified 69 CDSs with start codons further upstream than the original annotation. 

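The operon list of Dataset S1 contains 20 CDSs with locus numbers from CCNA_03911 to CCNA_03964. They are 45 to 360 nt long, and 19 are shorter than 300 nt. All 20 held footprints, with a median of 87.9 in M2G and 97.4 in PYE, and 15 reached 30 footprints in M2G and 15 in PYE. By the Methods new CDSs were sought by footprint density, so for CDSs found in this way the presence of footprints is no independent test. The highest footprint number in M2G was that of CCNA_03932, from 773733 to 773987 on the - strand, with 17743 in M2G and 1751 in PYE. The highest in PYE was that of CCNA_03919, from 433090 to 433170 on the - strand, with 1141 in M2G and 2064 in PYE. The RNA-seq reads on CCNA_03932 were 921 in M2G and 30.9 in PYE. The shortest, CCNA_03946 (45 nt, from 1266917 to 1266961 on the + strand), held 781 footprints in M2G and 86.0 in PYE.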

We also identified 94 previously unidentified CDSs, most of which encode small proteins of less than 100 amino acids. Some of these small CDSs appear to be leader peptides, such as the small CDS positioned in front of the *trpS* gene (Figure 2B) [26]. It is likely that some of these small leader CDSs have a regulatory role in the expression of their downstream genes [26]. 

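The trpS gene (CCNA_00062) lies on the - strand from 63327 to 64361. Footprints upstream of its start codon were counted in windows of 25 nt. The window from 64462 to 64486, which begins 125 nt before the start codon, held 58.8 footprints in M2G and 284 in PYE, and the next window downstream, from 64437 to 64461, held 15.6 and 57.2. Between 64412 and 64436 there were 0.286 footprints in M2G and 0 in PYE, and between 64387 and 64411 there were 1.71 and 0. Density rose again directly before the start codon, where the last 25 nt held 16.4 footprints in M2G and 24.3 in PYE. RNA-seq reads were few in the region, with 6.01 in M2G and 8.97 in PYE over the 200 nt upstream of trpS.

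**Figure D2:**
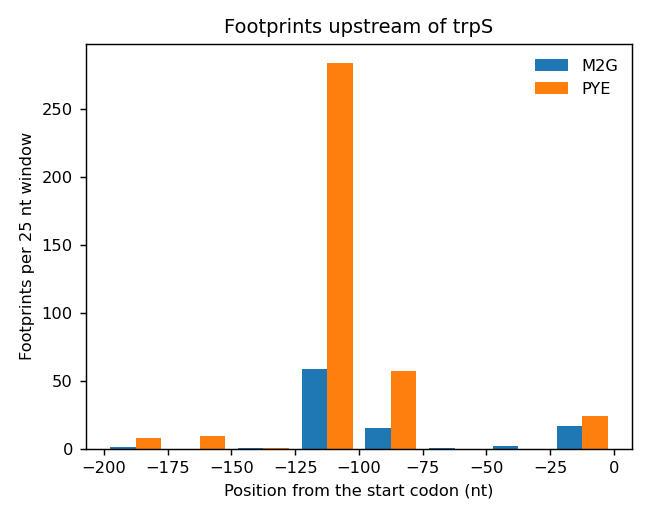
Footprints (y axis, number per 25 nt window) upstream of trpS against position from its start codon (x axis, nt), for M2G and PYE. The tallest bars, 58.8 footprints in M2G and 284 in PYE, lie in the window from 64462 to 64486, and the windows from 64387 to 64436 are nearly empty.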

Additionally, we found that 62% of small CDSs are not encoded in the same direction as the downstream genes, indicating that they are not leader peptides and instead likely encode functional proteins (Figure 2C). As tracking the ribosome profiling footprint density allowed us to globally map CDSs in *C. crescentus*, we analyzed the *E. coli* and *B. subtilis* ribosome profiling datasets [10] alone and identified 53 and 70 putative changes to the CDSs in each respective genome (Dataset S6). Finally, we observed cases where a single mRNA has multiple start codons that initiate different isoforms of the protein (Figure 2D) [9]. 

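CCNA_02448 lies on the - strand from 2589111 to 2589782. Its footprints were counted in windows of 60 nt from the upstream start codon. The 3 windows from 2589603 to 2589782 held 3.00, 0 and 2.00 footprints in M2G and 12.2, 7.18 and 3.00 in PYE. The next window, from 2589543 to 2589602, held 66.7 footprints in M2G and 87.9 in PYE. Between there and 2589123 every window held at least 21.5 footprints in M2G and at least 44.4 in PYE. The RNA-seq reads over the first 60 nt were 10.5 in M2G and 9.91 in PYE.

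**Figure D3:**
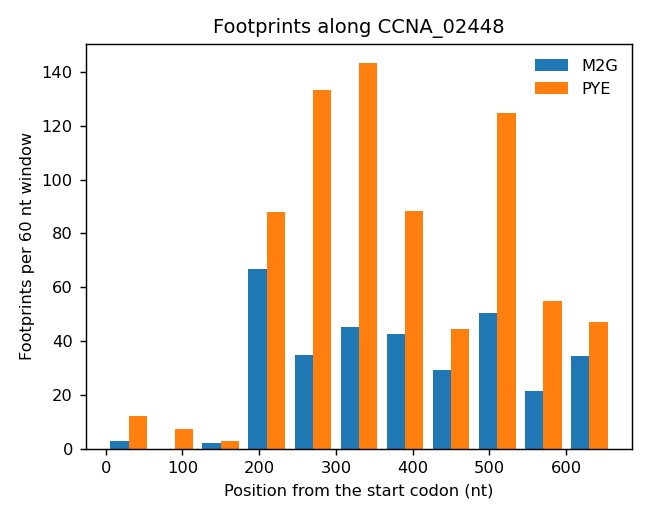
Footprints (y axis, number per 60 nt window) along CCNA_02448 against position from its upstream start codon (x axis, nt), for M2G and PYE. The first 3 windows hold at most 3.00 footprints in M2G and 12.2 in PYE, and the window that follows holds 66.7 and 87.9.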

We identified 75 alternative start codons in the *C. crescentus* genome by searching for internal peptides with N-terminal residues mapping to non-typsin digested ATG sites (Dataset S1).

**Figure 2:**
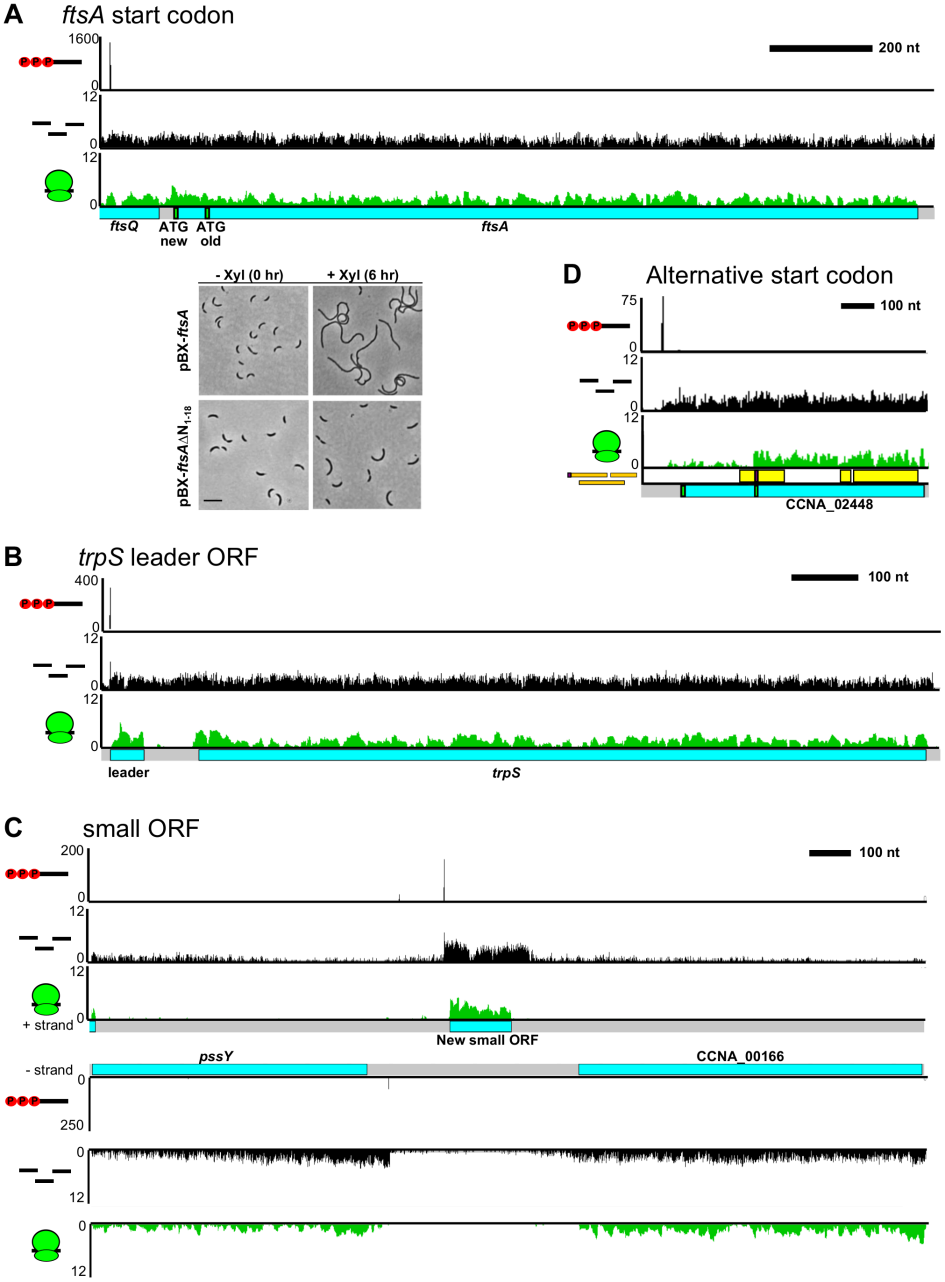
Mapping the *C. crescentus* coding DNA sequence architecture. **A.** Mapping of the correct start codon for ftsA. Shown below are phase contrast images of cells containing a high copy plasmid with either the newly identified start codon (pBX*ftsA*) or the old start codon (pBX-*ftsA*Δ_N1-18_) grown in M2G before and after induction with xylose for 6 hours. Scale bar is 6.05 µm. **B.** Putative small leader CDS identified on the *trpS* mRNA. **C.** Ribosome profiling identification of an intergenic small CDS. **D.** Alternative translation initiation site identified in the *CCNA_02448* mRNA allows translation of two in-frame protein isoforms. Internal start codon was verified by LC-MS.

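The small CDS of Fig. 2C lies between pssY and CCNA_00166, in the 506 nt from 177746 to 178251. On the + strand this region held 188 footprints in M2G and 492 in PYE. Density of at least 0.5 footprints per nucleotide, both media summed, was found between 177942 and 178077, a stretch of 136 nt that held all 188 M2G footprints and 487 of the PYE footprints. The - strand of the region held 2.14 footprints in M2G and 5.18 in PYE. RNA-seq reads on the + strand numbered 42.1 in M2G and 27.0 in PYE.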

### Revisiting the role of the Shine-Dalgarno sequence

Despite a conserved 3′ end of the rRNA anti-Shine-Dalgarno (aSD) sequence (CCUCC) in all bacteria, only 24.6% (957) of *C. crescentus* CDSs contain a Shine-Dalgarno (SD) sequence in the translation initiation site as determined by the predicted **Δ**G° of annealing between the aSD with the mRNA (Figure 3A, Figure S3A) [16]. While the *C. crescentus* genome is GC-rich (67.17%), the random chance of finding a SD sequence in a translation initiation region is 19.2%, suggesting only slight enrichment of SD sites. The *C. crescentus* translation initiation site motif contains little or no consensus information other than the start codon (Figure 3B). Globally, the predicted RNA stability at the translation initiation site revealed it to be less stable than other regions of the mRNA (Figure S3B), consistent with the model that an unstructured region at the translation initiation site is required to translate mRNAs without a SD sequence at the initiation site [27]. On average we observe a peak of ribosome density at the start codon and a peak, albeit smaller, at the stop codon, suggesting that initiation and termination may be slow steps in *C. crescentus* translation (Figure S4A). However, as the ribosomes were arrested with chloramphenicol, which blocks elongation but not initiation of translation, the enrichment observed at the start codon may not accurately reflect the natural abundance of initiating ribosomes. 

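Density at each nucleotide was divided by the mean of its CDS and averaged over the CDSs with more than 3 footprints per codon, 272 in M2G and 458 in PYE. From 10 nt before to 20 nt after the first nucleotide of the start codon, the highest mean in M2G was 4.73 times the CDS mean, 12 nt after that nucleotide (95% bootstrap interval over CDSs 4.08 to 5.47). PYE gave 3.98 times the CDS mean at 15 nt (3.42 to 4.59), which was the alternative that moved the value most. Upstream, from 40 to 20 nt before the start codon, the mean density was 0.250 in M2G and 0.212 in PYE, and from 45 to 60 nt after it 1.07 and 1.32. From 20 nt before to 10 nt after the last nucleotide of the stop codon, the highest mean was 1.89 in M2G (1.26 to 2.82) and 1.90 in PYE (1.51 to 2.55), in both media 4 nt before that nucleotide. With more than 10 footprints per codon the stop codon value in M2G was 1.54 over 98 CDSs. In both media the intervals of the start and stop codon peaks do not overlap. From the peaks at the start and stop codons, the paper proposes that initiation and termination may be slow steps of translation.

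**Figure D4:**
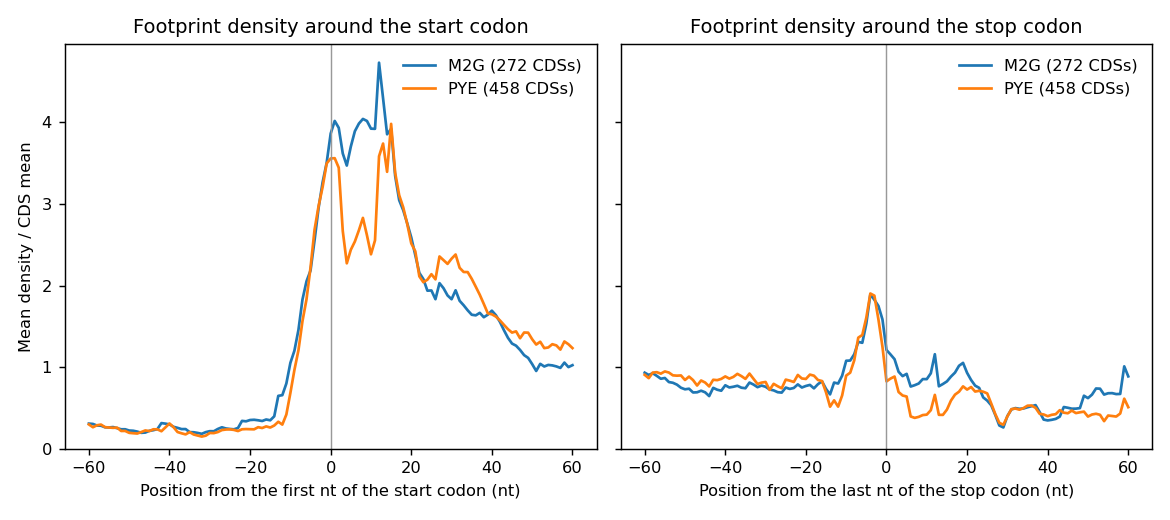
Mean footprint density relative to the CDS mean (y axis) against position from the start codon and from the stop codon (x axes, nt), for 272 CDSs in M2G and 458 in PYE. The highest value near the start codon is 4.73 in M2G and 3.98 in PYE, and near the stop codon 1.89 and 1.90.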

The ribosome occupancy along genes has peaks along the coding sequence caused by pausing of elongating ribosomes (Figure 3C). 

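As an example with high coverage, rsaA (CCNA_01059, the S-layer protein gene, + strand, 1159693 to 1162773) held 106272 footprints in M2G and 119278 in PYE. Over the 3036 nt left after removal of the first 10 and last 5 codons, the mean density was 33.8 footprints per nucleotide in M2G and 37.2 in PYE. The highest density was 11.8 times this mean in M2G, at 1159755, and 21.2 times the mean in PYE, at 1160741. Density passed 5 times the mean at 75 positions in M2G and 80 in PYE, and 10 times the mean at 9 and 33 positions. The densest 5% of positions held 27.4% of the density in M2G and 34.4% in PYE. For RNA-seq depth over the same positions these shares were 7.28% and 8.09%, and the highest depth was 1.69 and 2.13 times the mean. The 2 measures are not alike. RNA-seq depth spreads each read over its full length, a mean of 27.1 nt in M2G and 29.7 nt in PYE, which evens it out. Footprints are spread over their central nucleotides only, so the shares cannot be set against each other directly.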

As observed in *E. coli* and *B. subtilis* [10], many of the internal pauses in translation elongation appear not to be driven by codon usage (Figure S4B), but instead correlate with internal SD sites in the mRNA coding sequence that base-pair with the 3′ end of the rRNA, stalling ribosome movement (Figure 3D) [10]. The aSD binding strength for the SD sequences correlates with the ribosome occupancy, suggesting that the annealing of the rRNA to the mRNA slows translocation of elongating ribosomes (Figure 3E, Figure S14). These results support the hypothesis that internal SD sites provide a conserved pausing mechanism for bacterial ribosomes even in a genome that has high GC content where SD sequences are more abundant. In accordance with a more prevalent role of the SD in elongation, we see poor correlation with the translation efficiency of mRNAs and the aSD binding strength of their SD sequence at the start codon (Figure S5).

**Figure 3:**
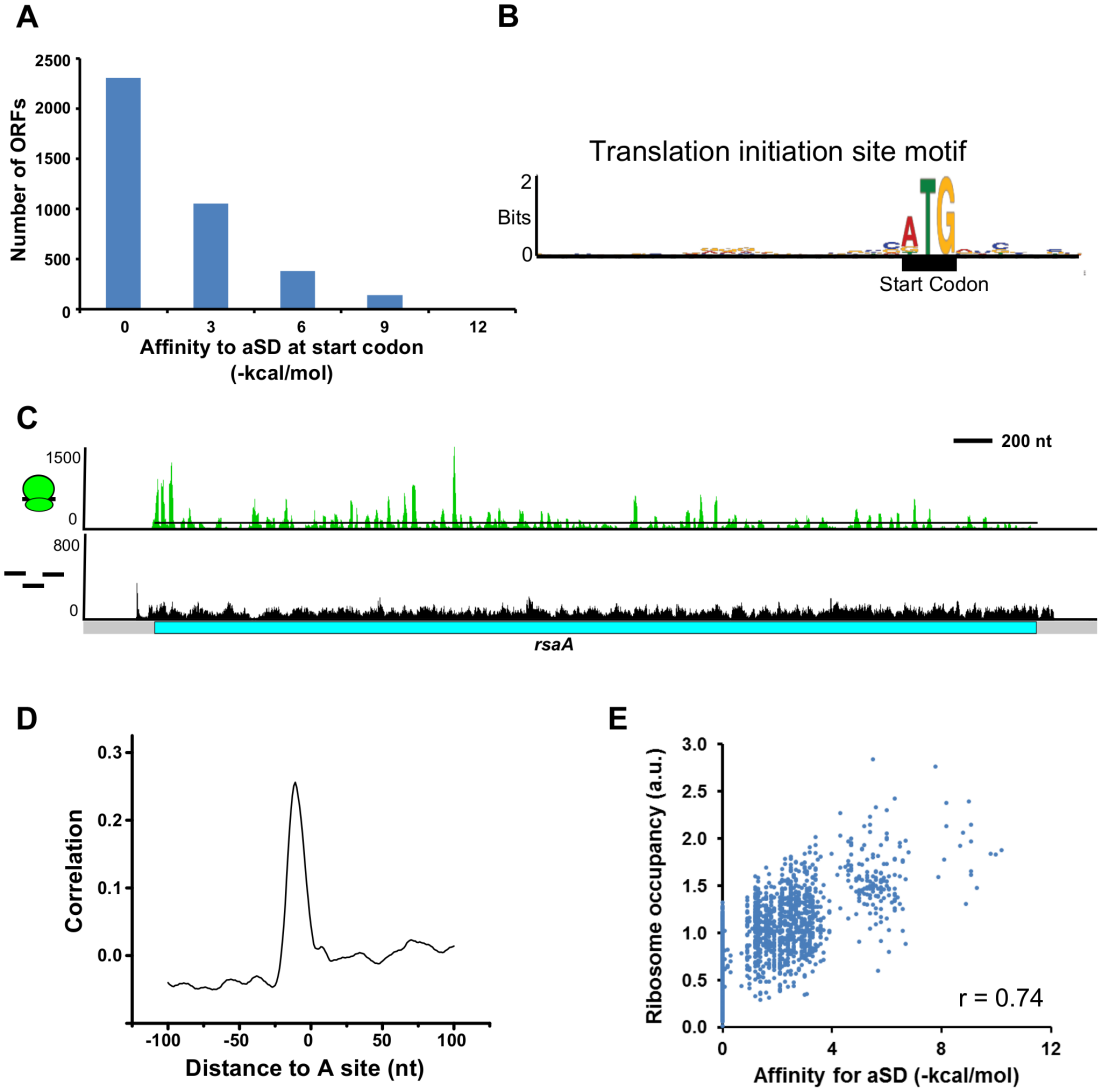
Role of the Shine-Dalgarno sequence in translation initiation and pausing. **A.** Global lack of SD sites in front of start codons. mRNA affinity to the aSD site on the ribosome was calculated using the Free2bind package [16]. −4.4 kcal/mol is the cutoff for SD identification based on the predicted annealing between the aSD and translation initiation region as in [13]. **B.** Translation initiation site motif derived from all start codons in the genome generated in MEME [77]. **C.** Ribosome occupancy profiles reveal pausing identified by peaks of ribosomes above the average read density (black line). Stronger pauses are shown by a larger peak height. Y-axis value is #reads on linear scale. **D.** Plot of the normalized cross-correlation function between pauses in the ribosome occupancy profiles and the presence of SD sequences. The plot is centered at the A-site of ribosome pauses and the peak of correlation occurs in proximity to the aSD site on the ribosome. **E.** Plot of SD binding affinity for the aSD compared to the occupancy of ribosomes translating them. r is the correlation coefficient.

### The *C. crescentus* transcribed RNA map

To identify the RNA transcript units we used a global RACE dataset that maps 5′ PPP-sites of transcription initiation (Zhou *et al.* [unpublished data]) together with RNA-seq density measured here. We found good overlap of the TSSs between the datasets. 

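The PPP sites themselves were not analysed here, so the 5′ nucleotides of the ncRNAs that Dataset S1 marks with a PPP site were used. The number of RNA-seq 5′ ends at that nucleotide was divided by the mean from 10 to 100 nt downstream, or to the 3′ end where the ncRNA is shorter, with each ncRNA scaled to its own mean. For 46 ncRNAs with reads in M2G the ratio was 6.90 (95% bootstrap interval over ncRNAs 3.50 to 11.5), and for 42 in PYE it was 7.49 (4.16 to 11.8). The ncRNAs mapped by RNA-seq without a PPP site gave 6.22 in M2G (4.37 to 8.27, 77 ncRNAs) and 10.5 in PYE (6.45 to 15.0, 72 ncRNAs). These last values are no independent test, since by the Methods the 5′ ends of ncRNAs were placed where RNA-seq reads peak, at a PPP site or both, and the same may hold in part for the ncRNAs with a PPP site. Positions in the 5′-end files were shifted by 1 nt, a shift chosen after seeing the data because it brings the 5′ ends onto the ncRNA 5′ nucleotides and start codons of Dataset S1, so that the place of the increase is set by this choice. With the positions as written in the files, the ratio for ncRNAs with a PPP site was 0.977 in M2G (0.294 to 1.84), the alternative that moved it most, and 3.49 in PYE (0.393 to 9.76).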

When the RNA-seq density is centered at the TSSs identified by 5′ global RACE, we observed an increase in RNA-seq read density at the same 5′ nucleotide (Figure 4A). By comparing the RNA-seq data to the TSSs we were able to map the length of the major form of the transcriptional unit and in some cases where an internal TSS exists, allowing us to identify potential isoforms of transcripts. The transcripts mapped by our RNA-seq approach agree well with published northern blots (Dataset S7). In addition, by comparing the transcript unit with the mapped CDSs, we were also able to determine which RNAs encode proteins under the growth conditions tested. 

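Reads were assigned from the full-read depth between position 1 and 2218730, where the CDS list of Dataset S1 ends, both media pooled and the 9 RNA genes of 74 to 86 nt left out. Other tRNA and rRNA genes were not marked in the tables used here and were not removed. Of 347470 reads, 79.9% lay on the sense strand of a CDS (95% Wilson interval 79.8 to 80.0), 16.8% lay in no CDS on either strand (16.7 to 17.0) and 3.27% were antisense to a CDS (3.21 to 3.33). M2G alone gave 80.3%, 16.4% and 3.31%, and PYE alone 79.2%, 17.6% and 3.20%. Counting 5′ ends in place of full reads moved the shares most, to 79.0%, 17.6% and 3.44%.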

In the RNA-seq data sets we found 74% of reads map within CDSs, 21% of reads map to intergenic regions, and 5% map antisense to CDSs. In total, 96.2% of the genome was transcribed among the conditions tested. 

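Full-read RNA-seq depth above 0 in at least 1 of the 2 libraries, on either strand, was found at 2487382 of the 4042914 positions from the start of the genome to the highest position in the files, or 61.5%. M2G alone covered 47.8% of the positions and PYE alone 41.7%. When the strands were counted separately, 2744873 of 8085828 strand positions (33.9%) had reads. At least 2 reads by 5′ ends started at 2.15% of the positions, which was the alternative that moved the share most. These shares rest on 345201 M2G reads and 219340 PYE reads.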

Together, these data now provide a comprehensive map and functional classification (coding or noncoding) of the expressed RNAs in the *C. crescentus* genome with single base-pair resolution.

**Figure 4:**
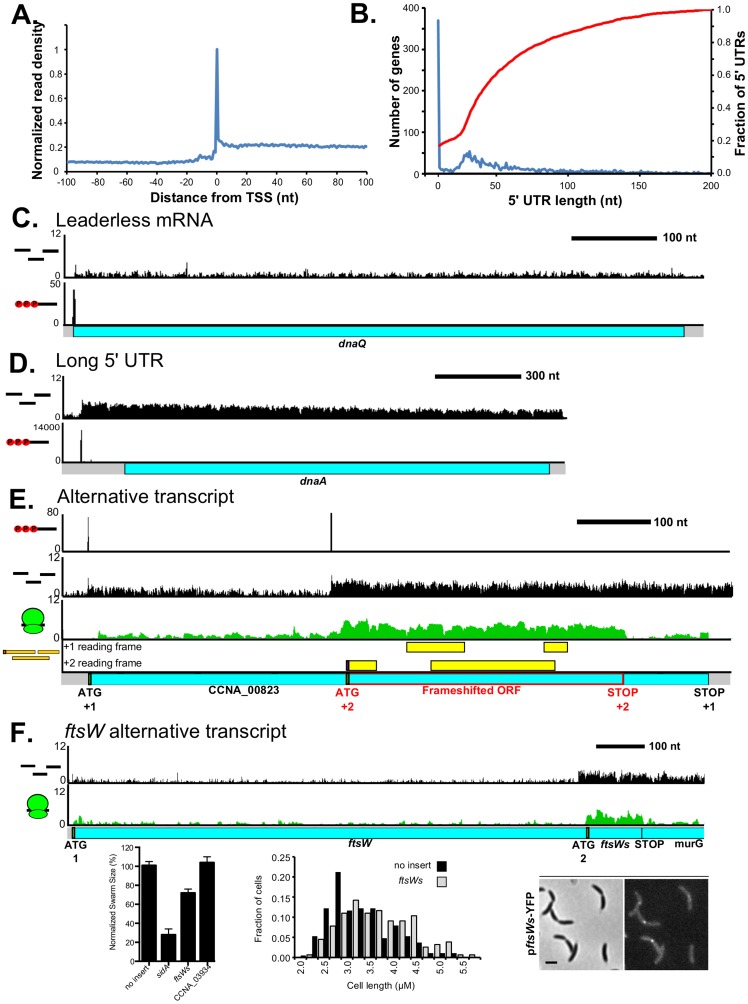
Transcription start site and RNA-seq-derived transcript architecture reveals mRNA complexity. **A.** Metagene plot of the normalized RNA-seq reads centered on the 5′ PPP sites identified by 5′ global RACE (Zhou *et al.* [unpublished data]). RNA-seq reads are mapped to the 5′ nucleotide with an enriched peak resulting from partial shearing of the RNA [70]. **B.** Global distribution of 5′ UTR lengths for all *C. crescentus* mRNAs with identified 5′ ends shown in blue with Y-axis scale on the left. Cumulative distribution of 5′ UTRs less than 200 nt shown in red with Y-axis scale the right. **C.** Leaderless *dnaQ* mRNA, where transcription is initiated at the 5′ nucleotide of the initiating ATG. **D.** Long 5′ UTR (150 nt) of the *dnaA* mRNA. **E.** TSS selection yields alternative translation products: A full length CDS is translated in the +1 reading frame measuring 804 nt. An internally initiated transcript encodes a 360 nt CDS that is translated in the +2 reading frame highlighted in red. LC-MS peptides corresponding to both CDSs are shown in yellow. **F.** Alternative transcripts drive two different start codons for *ftsW* with the position of each translation start site (initiating ATG codon) marked below. ATG 2 is in the same reading frame as ATG 1. Shown on the left is a low agar swarmer plate assay for motility and cell division defects, with the cell division inhibitor *sidA* as a positive control and the *ileS* leader CDS (CCNA_03934) as a negative control. Shown in the middle is a cell length distribution from cells containing a xylose inducible high-copy plasmid (pBXSPA) with *ftsWs* or no insert. Shown on the right is the localization of *ftsWs*-YFP expressed from a low copy plasmid p*ftsW*s-YFP where the promoter for *ftsW* has been replaced by two transcription terminators.

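In the window of Fig. 4C, dnaQ (CCNA_00005, + strand, 3190 to 3903) had few RNA-seq reads, 27.2 in M2G and 16.2 in PYE over the CDS. The 300 nt upstream and the first nucleotide of the start codon together held 5 read 5′ ends over both media, 1 of them at 3190, the first nucleotide of the start codon. No 5′ end was called there at a minimum of 20 reads, nor at 5. In the region of Fig. 4E, the CDS of 804 nt, CCNA_00823, lies on the - strand from 884441 to 885244, and the CDS of 360 nt inside it, CCNA_03941, from 884551 to 884910. CCNA_03941 held 977 footprints in M2G and 1866 in PYE.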

### mRNA architecture

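RNA 5′ ends were called from pooled 5′-end reads of both media, without the PPP sites, which were not used here. For each of 1999 CDSs, the position with the most 5′ ends from 300 nt upstream (or the last 30% of the upstream CDS if nearer) to the start codon was taken as the 5′ end if it had at least 20 reads, 5 times the mean of the 50 nt before it and 3 times the mean of the 50 nt after it. This gave 39 calls, at a median distance of 115 nt from the start codon. Of these, 12 (30.8%, 95% Wilson interval 18.6 to 46.4) lay between 15 and 60 nt upstream, and 21 lay more than 100 nt upstream. Not all these distances are 5′ UTR lengths, because 11 of the 39 ends, all of them among the 21, lie inside an RNA of the ncRNA or RNA gene lists on the same strand or up to 2 nt before it. With these 11 left out, a choice made after seeing the data, the median distance was 59.5 nt, 12 of 28 ends (42.9%, 26.5 to 60.9) lay between 15 and 60 nt and 10 lay more than 100 nt upstream. Ends of RNAs that are on neither list may remain among the 28. A minimum of 50 reads moved the share most, to 11.1% of 9 calls (1.99 to 43.5), of which 5 lie on listed RNAs. With a minimum of 5 reads, chosen after seeing the data, there were 217 calls, with 41.5% between 15 and 60 nt (35.1 to 48.1) and 64 more than 100 nt upstream, and without the 16 on listed RNAs 44.8% of 201 lay between 15 and 60 nt.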

The global distribution of mRNA leader lengths in *C. crescentus* (Figure 4B) shows that 57% of 5′ UTRs are between 15 and 60 nt with some spanning >100 nt. 

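With the designed minimum of 20 reads at the 5′ end, none of the 39 CDSs with a call had its RNA 5′ end at the first nucleotide of the start codon. Lower minima were tried after seeing this. At least 10 reads gave 4 such CDSs among 92 calls, at least 8 reads gave 7 among 117, and at least 5 reads gave 17 among 217. These 17 depend on the shift of 1 nt applied to the 5′-end files, which was chosen after seeing the data, and with the positions as written there were 0 among 211 calls. They also depend on start codons that by the Methods were placed in part by RNA-seq 5′ ends. Among the CDSs called leaderless with at least 10 reads is CCNA_00163, the third CDS of the CCNA_00161-4 operon. Its end may lie inside a longer RNA, so a call does not by itself show a leaderless mRNA. How many other calls lie inside operons was not analysed. The pooled RNA-seq libraries hold 345201 M2G and 219340 PYE reads, and for 1959 of the 1999 CDSs no position in the search range reached 20 reads, so that leaderless mRNAs without a call are not shown to be absent. PPP sites, which the paper also used, were not analysed here.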

Surprisingly, we observed 375 leaderless mRNAs (9.6% of the cell's CDSs) (Figure 4C). The 5′ nucleotide is the first base of the start codon in a leaderless mRNA that is able to initiate translation on bacterial, archaeal, and eukaryotic ribosomes, suggesting it is an ancient mechanism of translation initiation [28]. Leaderless mRNAs have been found to be rare in most bacteria [29]–[31] and previously only two leaderless mRNAs were identified in *C. crescentus*: *dnaX* and *hemE* [32]. The presence of many leaderless mRNAs in *C. crescentus* and 171 in *S. meliloti* [33] suggests translation of leaderless mRNAs may occur more commonly in the alpha-proteobacteria than previously anticipated.

In contrast to leaderless mRNAs, we identified 286 mRNAs that have long 5′ UTRs >100 nt (Figure 4D), which may play regulatory roles in translation. For example, *dnaA* mRNA encodes a 155 nt 5′ UTR that contributes to the repression of translation, suggesting the 5′ UTR helps regulate the level of the protein needed for proper cell cycle regulation [34]. 

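dnaA (CCNA_00008) lies on the + strand from 5636 to 7108. Of the 381 RNA-seq 5′ ends of both media found from 300 nt upstream to the start codon, the most at a single position, 21 (5 in M2G, 16 in PYE), lay at 5481, and this position was called as the 5′ end, 155 nt before the start codon. Position 5482 had 18 reads and position 5484 had 13. The 200 nt upstream of the start codon held 187 RNA-seq reads in M2G and 146 in PYE. Footprints in these 200 nt numbered 23.9 in M2G and 73.1 in PYE, 21.5 and 68.0 of them in the last 50 nt. Translation efficiency of the CDS was 0.625 in M2G and 0.790 in PYE.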

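Of the genes downstream of the riboswitches in Table S1, 3 are in the CDS map used here. CCNA_02109 (thiC, - strand, 2258250 to 2260088) had 193 RNA-seq reads in M2G and 38.0 in PYE, a log2 ratio of 1.69 (standard error 0.26 from counting). The log2 ratio of CCNA_00515 (metE) was 1.82 (standard error 0.08), and that of CCNA_01826 (+ strand, 1951298 to 1953250) was 0.04 (standard error 0.04). The log2 ratios of translation efficiency between M2G and PYE were 0.09, 0.13 and 0.35 in the same order. In the 200 nt upstream of the start codon, the footprints lay mostly in the last 50 nt in M2G, with 34.4 of 34.4 for CCNA_02109, 80.9 of 81.9 for CCNA_00515 and 431 of 431 for CCNA_01826, while RNA-seq reads there numbered 24.5, 186 and 481.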

Additionally, four 5′ UTRs appear to encode conserved riboswitches that are capable of regulating the expression of downstream genes upon direct metabolite binding to the RNA [35] (Table S1).

We also observed genes for which the mRNA is transcribed from an internal site driving translation of an alternative translation initiation site. 

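The CDS that Fig. 4E draws with an internal TSS, CCNA_00823, lies on the - strand from 884441 to 885244, and the CDS inside it, CCNA_03941, from 884551 to 884910. The paper's text gives a different locus number for this example, and the locus of Fig. 4E was used here. In M2G the RNA-seq density was 6.84 reads per 100 nt from the start codon of CCNA_00823 to that of CCNA_03941, 32.5 reads per 100 nt in CCNA_03941 and 20.1 reads per 100 nt in the 110 nt after it. The footprint density in M2G was 18.8, 271 and 3.27 per 100 nt over the same 3 stretches. In PYE these stretches held 250, 1866 and 3.99 footprints. Over both media, 17 RNA-seq 5′ ends lay in the 100 nt upstream of CCNA_03941 or at its first nucleotide, the most at a single position being 4, at 884929, 19 nt before its start codon.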

For example, *CCNA_00832* has an internal TSS which is translated from a start codon in the +2 reading frame, resulting in a distinct protein compared to the lowly expressed full length mRNA isoform (Figure 4E). In addition, we find that the cell division gene *ftsW* has two mRNA isoforms which result in translation of two different length proteins in the same reading frame, with the smaller form (*ftsWs*) being more highly translated (Figure 4F). No PPP site was identified for the small form of the mRNA; however, it does contain a good sigma 70 site [36] 35 nt upstream of the internal 5′ end. Additionally, when *ftsW* was inserted into a low copy plasmid lacking the promoter for the full length *ftsW* CDS, we observed accumulation of FtsWs protein (Figure S11) suggesting it is transcribed from an internal transcript. Overexpression of *ftsWs* causes a marked motility and cell division phenotype in a low-agar swarming plate assay as well as an increase in cell length when grown in liquid culture (Figure 4F, S6). Despite the small size of this 35 amino acid isoform, FtsWs can localize to sites of constriction (Figure 4F) suggesting it may play a role in cell division. Altogether, we observe that alternative transcripts can drive alternative translation products increasing the diversity of proteins encoded in the genome.

### Non-coding RNA architecture

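The ncRNA list of Dataset S1 holds 141 entries, of which 106 are marked as new and 35 as known from tiling arrays, the 4.5S RNA, RNase P RNA and 6S RNA among them. A PPP site is marked for 53 of the 141. At least 30 RNA-seq reads were found for 44 of them in M2G and for 30 in PYE.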

We observed 133 non-coding RNAs (ncRNAs), adding 106 new ncRNAs to the 27 previously identified using tiling arrays [4] (not including conserved ncRNAs such as tRNAs, rRNAs, RNaseP, 6S RNA, 4.5S RNA, and tmRNA). Most of the ncRNAs are expressed from intergenic regions (Figure 5A) and ribosome profiling data showed that these regions are not translated. 

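Footprint RPKM was divided by RNA-seq RPKM for ncRNAs and CDSs with at least 30 RNA-seq reads, with 1 footprint added to each. In M2G the median log2 ratio was -8.35 for 44 ncRNAs and -0.14 for 918 CDSs, a difference of -8.21 (95% bootstrap interval -8.70 to -7.30). In PYE the difference was -8.83 (-9.97 to -6.97), from 30 ncRNAs and 621 CDSs. A minimum of 100 RNA-seq reads moved it most, to -9.41 in M2G. No footprints were found on 18 of the 44 ncRNAs in M2G and on 11 of the 30 in PYE. In M2G 1 ncRNA, CCNA_R0051, with 634 footprints, lay above the lowest 5% of the CDSs, and none did in PYE, where CCNA_R0051 held 0. Some PYE values of 0 on listed ncRNAs may not reflect a lack of translation, which limits the PYE value as a check of the M2G value. The highest footprint densities per nucleotide in M2G were those of the 4.5S RNA (CCNA_R0005, 7.45), RNase P RNA (CCNA_R0061, 7.04) and CCNA_R0051 (3.28). The 4.5S RNA had 723 footprints for 9505 RNA-seq reads in M2G and RNase P RNA 2815 for 2938. Of the 79 ncRNAs that lie before position 2218730, where the CDS list ends, 68 overlap no CDS of the map on the same strand. The paper states, from its ribosome profiling data, that the intergenic regions which express most ncRNAs are not translated.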

Some ncRNAs are transcribed from TSSs in the 3′ end of a CDS (Figure 5B), which, similar to *Salmonella*, allows the 3′ UTR regions to act as a reservoir for ncRNAs [37].

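The ncRNA of Fig. 5B, CCNA_R0129, lies on the + strand from 1128325 to 1128505 and overlaps the last 109 nt of CCNA_01035, which ends at 1128433. Its first nucleotide, 1128325, held 60 RNA-seq 5′ ends, 8 in M2G and 52 in PYE. RNA-seq reads on the ncRNA numbered 168 in M2G and 484 in PYE, against 5.67 and 16.2 on the 181 nt of CCNA_01035 directly before it. Footprints on the ncRNA numbered 23.9 in M2G, all within the CDS, and 423 in PYE, of which 56.4 lay in the 72 nt after the stop codon.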

**Figure 5:**
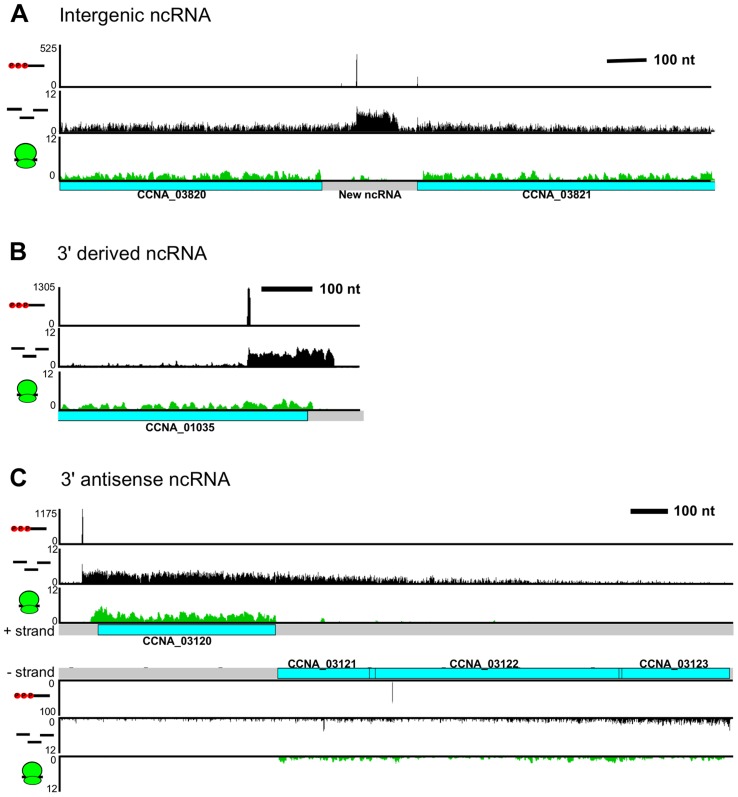
*C. crescentus* noncoding RNA architecture. **A.** Previously unannotated intergenic small RNA. **B.** Small non-coding RNA with a TSS encoded within the 3′ region of *CCNA_01035*. **C.** *CCNA_03120* mRNA with an extended 3′ UTR overlapping the *CCNA_03121-3* operon on the antisense strand.

RNA-seq data showed widespread antisense RNA transcribed throughout the *C. crescentus* genome accounting for 5% of non-tRNA/rRNA reads. 

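Of the 347470 RNA-seq reads between position 1 and 2218730, the 9 RNA genes of 74 to 86 nt left out, 11361 lay antisense to a CDS and sense to none. This is 3.27% over both media (95% Wilson interval 3.21 to 3.33), with 7060 reads (3.31%, 3.24 to 3.39) in M2G and 4301 reads (3.20%, 3.11 to 3.30) in PYE.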

Global RACE 5′ PPP mapping revealed that antisense TSSs are found within 15% of CDSs (Zhou *et al.* [unpublished data]). We observed that the 3′ UTR of an mRNA can extend into the coding regions of downstream genes oriented in the opposite direction forming a long antisense RNA with respect to the mRNAs of these downstream genes (Figure 5C). We found overlaps extending over up to three genes. For example, the 3′ UTR of *CCNA_03120*, a gene predicted to encode a protein involved in chemotaxis, extends into the coding regions of an operon containing genes *CCNA_03121*, *CCNA_03122* (putative integral membrane protein), and *CCNA_03123* (metal regulated homo-dimeric repressor).

### Complexity in the architecture of operons

The operon has been traditionally defined as a single co-transcribed unit that yields a single polycistronic mRNA. Using our CDS and RNA maps, we were able to identify operons as mRNAs with >1 CDS (Figure 6A). We observe 863 operons in the *C. crescentus* genome encoding 65% of all CDSs in the genome. 

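The operon list in hand, which reaches position 2589782, holds 527 operons of at least 2 CDSs with 1556 CDSs in all, and the operons further along the genome were not analysed here. In this part of the genome, RNA-seq reads could be compared over all CDSs of an operon for 114 operons in M2G and 58 in PYE, those with at least 30 reads on every CDS.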

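Of the 527 operons in hand, 295 (56.0%) contain 2 CDSs, 122 (23.1%) contain 3 and 50 (9.49%) contain 4. The largest in this part of the genome, 2 operons, contain 23 CDSs each.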

We found that 55% of operons contain 2 CDSs (Figure S7); however, a few operons are quite large with up to 29 CDSs in a single operon. Examples of these include the type IV pilus operon (12 CDSs) [38], one of the ribosomal protein operons (24 CDSs), and the NADH dehydrogenase operon (29 CDSs), the largest *C. crescentus* operon. The distribution of operon sizes for *C. crescentus* is similar to that for *M. pneumonia* [39], *H. pylori* [31], and *E. coli* [40]. 

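In the operon of Fig. 6A, rpmI (CCNA_01098, - strand, 1203784 to 1203984) and rplT (CCNA_01097, 1203412 to 1203768) had RNA-seq densities of 148 and 130 reads per 100 nt in M2G. The log2 ratio of rplT to rpmI was -0.18 (standard error 0.11 from counting) in M2G and -0.41 (0.12) in PYE. Footprint densities, without the first 10 and last 5 codons, were 759 and 643 per 100 nt in M2G and 3143 and 2096 in PYE.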

In many operons, such as those of ribosomal proteins (Figure 6A), the expression level of each CDS is similar yielding the proper stoichiometry of ribosomal proteins of one per ribosome. However, we find that many *C. crescentus* operons do not have equal expression of the encoded CDSs at the RNA and translation levels (Figure S8).

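The CDSs of operons with at least 4 CDSs were compared with the first CDS of the operon in M2G, for pairs with at least 30 reads on both. The median log2 ratio of RNA-seq density was -0.48 for the second CDS (27 operons), -0.85 for the third (33 operons) and -0.37 for the fourth (25 operons). More than 2-fold differences were found for 11, 15 and 11 of these CDSs, of which 9, 13 and 8 were lower than the first CDS. Footprint density had median log2 ratios of -0.33, -0.34 and -0.30 in 63, 67 and 60 operons. It differed more than 2-fold for 31, 31 and 38 of them, of which 22, 22 and 22 were lower than the first CDS.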

**Figure 6:**
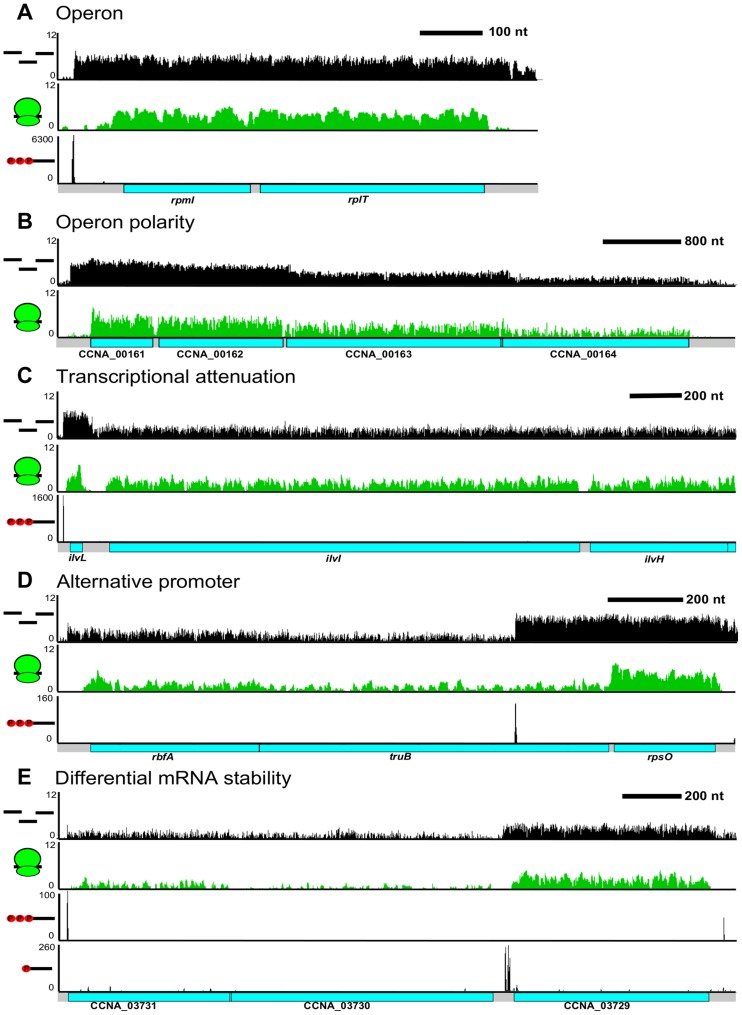
Complex regulation of *C. crescentus* operons. **A.** Classical ribosomal protein operon containing *rpmI* & *rplT*. **B.** Polarity with decreased RNA read density at the 3′ CDSs in the *CCNA_00161-4* operon. **C.** Transcription attenuation through the *ivlL* leader CDS to regulate expression of the *ilvIH* operon. **D.** Alternative TSS in the *rbfA truB rpsO* operon can drive differential CDS expression. **E.** Potential operon cleavage site between *CCNA_03729* and *CCNA_03730* by the presence of a 5′ monophosphate on the RNA. The higher RNA stability the *CCNA_03729* RNA can allow higher 3′ gene expression levels.

Different levels of expression of RNA for contiguous CDSs within a single operon can be caused by a multitude of factors. The most well characterized mechanism is transcriptional polarity, driven by translation rate, transcription elongation factors, and/or termination factors to cause the 3′ end genes to have reduced levels of expression (Figure 6B). 

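The 4 CDSs of the operon in Fig. 6B lie on the + strand, CCNA_00161 from 170951 to 171577, CCNA_00162 from 171649 to 172917, CCNA_00163 from 172964 to 175183 and CCNA_00164 from 175173 to 177098. Their RNA-seq densities in M2G were 267, 97.1, 23.7 and 8.68 reads per 100 nt, log2 ratios to the first CDS of -1.46, -3.50 and -4.94 with standard errors from counting of at most 0.12. In PYE these log2 ratios were -1.04, -3.61 and -4.78. Footprint densities fell in the same order, from 1355 to 689, 123 and 25.6 per 100 nt in M2G, and from 2469 to 1202, 186 and 45.0 in PYE.

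**Figure D5:**
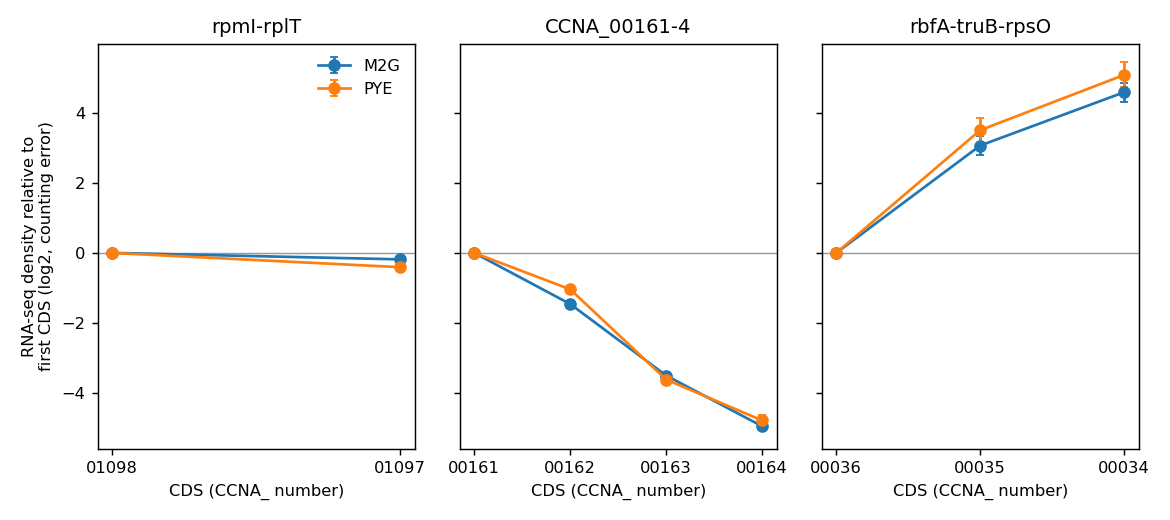
RNA-seq density of each CDS relative to the first CDS of its operon (y axis, log2, bars are 1 standard error from counting) for the CDSs of 3 operons in transcript order (x axis), in M2G and PYE. In the CCNA_00161-4 operon the last CDS is at -4.94 in M2G and -4.78 in PYE, and in rbfA truB rpsO it is at 4.58 and 5.08.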

Additionally, operons can be regulated by transcriptional attenuators that down-regulate transcription of the trailing genes (Figure 6C). As shown originally in the *E. coli trp* operon [26], the *ilvBN* operon leader has tandem Ile and Val codons which, upon conditions of low tRNA^Ile^ and tRNA^Val^ aminoacylation, cause ribosome pausing at these codons, blocking a rho-independent terminator hairpin from forming and allowing RNA-polymerase to elongate through the *ilvBN* operon [41]. Uneven expression can also cause the 3′ end CDSs to be expressed higher than 5′ end CDSs. 

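In the operon of Fig. 6D, the CDSs lie on the - strand, rbfA (CCNA_00036) from 39430 to 39879, truB (CCNA_00035) from 38495 to 39427 and rpsO (CCNA_00034) from 38211 to 38480. Their RNA-seq densities were 6.95, 58.0 and 166.4 reads per 100 nt in M2G and 3.81, 43.1 and 128.6 in PYE. The log2 ratio of rpsO to rbfA was 4.58 (standard error 0.27 from counting) in M2G and 5.08 (0.36) in PYE. Within truB, the position with the most RNA-seq 5′ ends was 38744, 683 nt after the first nucleotide of the start codon, with 25 of the 990 5′ ends of the CDS over both media. Before this position the density in M2G was 3.50 reads per 100 nt, and from there to the end of truB it was 207. Footprint density, without the first 10 and last 5 codons, was 26.1 per 100 nt in rbfA, 16.3 in truB and 711 in rpsO in M2G, and 98.8, 51.1 and 2127 in PYE.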

We observed that 349 operons contained an alternative TSS (Figure 6D) that could potentially drive higher expression of downstream CDSs. Expression from these internal TSSs was observed to be dynamically regulated during the cell cycle (Zhou *et al.* [unpublished data]). We also observed operons that appear to have 3′ end genes whose mRNAs are more stable (Figure 6E). In these cases, the operon has only a single TSS and contains a downstream 5′ P site, indicative of an RNaseE cut site. Since the last CDS has a higher mRNA level, it is likely that the 5′ end of the transcript is less stable. Altogether, 64% of the operons appear to have a >2 fold change in RNA level among different CDSs suggesting that most operons are regulated co- and post-transcriptionally to ensure appropriate RNA levels of each encoded CDS.

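The highest and lowest RNA-seq density among the CDSs of an operon differed more than 2-fold in 56 of the 114 operons that had at least 30 reads on every CDS in M2G, or 49.1% (95% Wilson interval 40.1 to 58.2). PYE gave 25 of 58 operons (43.1%, 31.2 to 55.9) and both media pooled 97 of 193 (50.3%, 43.3 to 57.2). With at least 1 read per CDS, which admits CDSs whose density is set by a few reads, the share was 63.1% of 477 operons (58.7 to 67.3). The minimum of 30 reads in turn leaves out operons in which any CDS falls below it, which can lower the share. From the share of operons with unequal RNA levels, the paper proposes that most operons are regulated co- and post-transcriptionally.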

Operons appear to be highly regulated by having both multiple TSSs and different transcription termination sites. We therefore calculated the total number of TSSs per operon and found that *C. crescentus* operons have an average of 1.3 TSSs per operon driving multiple mRNA isoforms. Additionally, the number of operons that have successive ≥5-fold drops in RNA level between encoded CDSs is 125, suggesting that polarity of operons also drives many isoforms. 

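Drops of at least 5-fold in RNA-seq density from a CDS to the next were counted in the operon list up to position 2589782, where the upstream CDS had at least 30 reads. In M2G, 45 of the 279 operons that could be tested had such a drop (16.1%), in PYE 37 of 194 (19.1%) and in both media pooled 47 of 368 (12.8%). With at least 1 read on the upstream CDS, 81 of 516 operons had one (15.7%).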

In total, we estimate that *C. crescentus* operons have an average of 1.5 isoforms per operon generated either from alternative TSSs or polarity and 0.5 *cis*-encoded regulatory features including antisense RNAs, riboswitches, and transcription attenuators. The high number of isoforms and regulatory features suggests that operons can be highly regulated at the transcription and RNA levels. Together with the 75 CDSs that can be initiated internally to drive different protein isoforms, this suggests that the *C. crescentus* genome contains significant regulatory complexity.

## Discussion

### Integration of genomic datasets reveals regulatory complexity

We used multiple datasets from ribosome profiling, RNA-seq, 5′ global RACE, and LC-MS [7] to identify and quantify the transcribed and translated elements of the *C. crescentus* genome with high resolution and near complete coverage (Table 1). Ribosome profiling provides a way to map CDSs that greatly surpasses LC-MS in coverage. We found misannotation of the start codons of many important genes involved in the *C. crescentus* cell cycle (Dataset S1), including the essential cell division gene *ftsA* (Fig. 2A, Fig. S11), and found that the truncation of the N-terminal 18 amino acids absent in the previously annotated start codon affects the function of FtsA. 

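The 2 ncRNAs that Dataset S7 marks as translated are CCNA_R0018 (+ strand, 920425 to 920663) and CCNA_R0051 (+ strand, 2404309 to 2404501). CCNA_R0051 held 634 footprints in M2G for 94.5 RNA-seq reads, a log2 ratio of footprint to RNA-seq RPKM of 0.29, but 0 footprints in PYE for 37.2 RNA-seq reads. CCNA_R0018 held 6.00 footprints in M2G and 0 in PYE, for 1.29 and 1.62 RNA-seq reads.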

We found two cases where previously predicted ncRNAs [4] are, in fact, translated (Dataset S1). Additionally, ribosome profiling identified 94 previously unknown CDSs, a majority of which are <50 amino acids. In total we observe 94 small CDSs of <50 amino acids in the genome. The role of these small proteins in *C. crescentus* is largely unexplored; however, small proteins have been reported to have important functions in *B. subtilis*, *E. coli*, and eukaryotes [42],[43]. A recent identification of a small protein in *C. crescentus* that can delay cell division upon DNA damage suggests this class of proteins indeed can perform important cellular functions in *C. crescentus* [20].

**Table 1:** Genome annotation summary.

Total number of CDSs mapped	3235
Number of CDSs with corrected start codons	529
New CDSs	94
Deleted CDSs	28
New ncRNAs	106
Leaderless mRNAs	375

We discovered 106 new ncRNAs in the *C. crescentus* genome that are expressed during normal growth. However, most of the identified *C. crescentus* ncRNAs are not conserved in other genomes outside of the *Caulobacteraceae* with only a few present in other alpha-proteobacteria. The function of only one of these ncRNAs in *C. crescentus* has been characterized, *crfA*, which was shown to be involved in the response to carbon starvation [4],[44]. In other bacteria, small ncRNAs have a variety of functions, but most commonly they are involved in annealing to mRNAs with complementary sequences and regulating translation or mRNA stability [45]. Most ncRNAs identified in bacteria function through the RNA chaperone *Hfq* [45],[46]. *Hfq* is thought to both stabilize the ncRNA and facilitate annealing between the ncRNA and the target mRNAs. In *C. crescentus* the ncRNA substrates of *Hfq* have not been identified; however, *Hfq* was found to be non-disruptable in a high-throughput transposon mutagenesis screen [22] suggesting an important role for ncRNA regulation. Additionally, 14 of the *C. crescentus* ncRNAs are cell cycle regulated (Zhou *et al.* [unpublished data]), suggesting these ncRNAs may play a role in cell cycle progression.

With our CDS mapping approach we identified upstream leader peptides and alternative start codons (Figure 2A,B,D). While translation of upstream leader peptides can often regulate expression of the downstream gene, it is possible that these CDSs may also produce functional proteins. Alternative start codon selection in eukaryotes has been shown in some cases to control subcellular localization and to cause functional switches in proteins by translating forms lacking functional domains [47]–[49]. The cell division gene *ftsW* is made in a full length and short form (Figure 4F), both of which can localize to the site of constriction at the midcell (Figure 4F) [25]. Overexpression of *ftsWs*, the short form of *ftsW*, gave rise to a motility and cell division defect in the swarmer plate assay, leading to a modest elongation of the cells (Figure 4F, S6). As the mRNA for the full length *ftsW* is activated in the late predivisional cell, it will be important to measure the cell cycle-regulated translation of both the *ftsW* long and *ftsWs* short forms to understand their roles in regulating cell division.

The vast amount of regulatory RNA elements identified by this approach suggests that there's an unexplored level of cell cycle gene expression control that remains to be investigated. Indeed, as seen in other bacteria, the examination of RNA levels in operons suggests that most operons are not consistent with the classical model of one polycistronic transcriptional unit, suggesting that regulation of operons is more complex [31],[39],[50]. In support of this we estimate that on average, each mRNA and operon contains 2.0 cis-encoded regulatory features (alternative TSS, antisense RNA, internal TSS, internal start codon, lower 3′ RNA density) suggesting combinatorial regulation. Altogether, in the *C. crescentus* genome we identified ncRNAs, leaderless mRNAs, alternative translation initiation sites, small upstream CDSs, antisense RNAs, alternative transcription initiation sites, transcriptional polarity of operons, and differential RNA stability of operons. These elements are spread throughout the genome and suggest that co/post-transcriptional regulation is likely an important mechanism for cell cycle regulation of gene expression. In support of this, many antisense RNAs and ncRNAs are differentially activated at specific stages of the cell cycle (Zhou *et al.* [unpublished data]). An important goal will be to understand how the RNA regulatory elements affect cell cycle stage-specific translation and mRNA stability to identify their role in the genetic circuitry that drives the cell cycle.

### Diverse mechanisms of translation initiation

Bacterial translation start site selection is thought to occur by the 30S ribosome subunit binding to the SD site on the mRNA [51],[52], spaced approximately 5 nt away from the start codon [53]. While the kinetic events of translation initiation on SD led mRNAs have been well studied [54], initiation on leaderless mRNAs and non-SD containing mRNAs are less well understood. Recent reports suggest that non-SD led mRNAs have an unstructured region at the start codon [27], which was also seen in *C. crescentus* (Figure S3B). Additionally, non-SD led mRNAs may contain motifs that bind to sites on the rRNA outside the aSD region [55],[56]; however, we do not see abundant motifs that can explain initiation (Figure 3B). We observe that around the start codon the predicted mRNA folding stability is lowest, suggesting that having an unstructured region may be vital for non-SD mRNA binding to ribosomes (Figure S3B) [27].

Leaderless mRNAs are initiated by preassembled 70S/80S ribosomes and can be initiated by ribosomes from all three domains of life [28],[57],[58]. We find that leaderless mRNAs have no specific motif for translation initiation, but instead have an unstructured region that is shifted from the start codon further towards the 3′ end of the translation initiation site likely ensuring the AUG is accessible to bind initiator tRNA in the mRNA channel of the ribosome (Figure S3B). The *C. crescentus* genome appears to contain the second highest relative number of leaderless mRNAs of any bacterium characterized to date with 375 in a 4.0 mb genome, only behind *Mycobacterium tuberculosis* with 505 in a 4.4 mb genome [59]. 

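At the designed minimum of 20 reads no CDS was called leaderless from RNA-seq 5′ ends, and the comparison could be made only with lower minima chosen after seeing the data, and with the 5′-end positions shifted by 1 nt. With at least 5 reads at the 5′ end, the median log2 translation efficiency in M2G was -0.20 for 13 CDSs with a leaderless call and -0.12 for 174 CDSs with an end at least 5 nt upstream. The difference of -0.08 has a 95% bootstrap interval from -1.13 to 0.16, so that no difference was detectable in M2G with this minimum, and it was -0.08 (-1.16 to 0.16) without ends on listed ncRNAs and RNA genes. With at least 8 and 10 reads the difference was -0.36 (-2.09 to 0.20, 5 leaderless CDSs) and -0.94 (-2.13 to 0.21, 2 leaderless CDSs). In PYE it was -0.16 (-1.97 to 0.29, 11 leaderless CDSs) with at least 5 reads. It was -0.43 (-1.98 to -0.04, 6 leaderless CDSs) with at least 8 and -0.12 (-2.09 to -0.04, 3 leaderless CDSs) with at least 10. In PYE the interval thus left out 0 under both higher minima. A bootstrap over so few leaderless CDSs cannot decide whether there is a difference. The calls also include CCNA_00163, the third CDS of an operon, whose end may lie inside a longer RNA.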

Interestingly, in *C. crescentus* leaderless mRNAs are translated with similar efficiency to mRNAs containing a leader (Figure S10) suggesting *C. crescentus* translation is adapted to use leaderless mRNAs as substrates during normal growth and not with a stress induced mechanism as in *M. tuberculosis* or *E. coli* [59],[60].

Analysis of sequenced bacterial genomes shows an abundance of non-SD led mRNAs across bacteria, suggesting that the SD dominated mechanism, which is abundant in *E. coli* and *B. subtilis* (66.9% and 94.3% of CDSs use a SD sequence, respectively (Figure S9 [16])), is not abundantly used in other bacterial species [13]–[16],[27],[61]. Furthermore, bioinformatics predictions have estimated that the fraction of genes with start codons preceded by SD sites is only 54.3% across bacteria [15]. In *C. crescentus* only 24.6% of all start codons are preceded by a SD sequence, providing direct evidence that SD mediated translation initiation is not the major mechanism. Interestingly, *C. crescentus* ribosomes do not initiate on bacteriophage Ms2 or T4 mRNAs and *E. coli* ribosomes do not initiate on *Caulobacter* phage Cb5 mRNA, suggesting the translation machinery of these bacteria have different specificities for translation initiation sites despite a similar aSD sequence of the rRNA [62],[63]. Overall, this suggests that the low level of SD sites in *C. crescentus* translation initiation sites (24.6%) may be due to an adaptation of *C. crescentus* translation machinery to initiate on non-SD led mRNAs. In support of this, we observe equivalent translation efficiency of leaderless, non-SD led, and SD led mRNAs (Figure S10). Thus, *C. crescentus* provides a useful model system to investigate the molecular mechanisms of translation initiation on both non-SD and leaderless mRNAs.

### Role of the anti-Shine-Dalgarno in pausing

Using our experimentally determined CDS features we found that *C. crescentus* uses SD sites primarily for ribosome pausing within the CDSs instead of for translation initiation. We did not observe that *C. crescentus* ribosomes preferentially paused at rare codons (Figure S4B), similar to *E. coli* and *B. subtilis* when cultured in conditions with sufficient nutrients, but instead at internal SD sites within the mRNA (Figure 3D,E) [10]. Upon starvation of *E. coli* or *B. subtilis* cells for serine, pausing is observed at serine codons [10],[12] suggesting that depleting aminoacyl-tRNA levels can cause significant codon dependent pausing [26],[64]. In *C. crescentus*, as in *E. coli* [10], SD sites are selected against in the CDS (Figure S13), presumably due to their strong ability to pause ribosomes. Indeed, the presence of internal SD sites within CDSs has been shown to cause long pauses in a single molecule ribosome translocation assays [65]. Additionally, ribosome pausing at internal SD sites has also been shown to be an important element for ribosome frame shifting [66],[67] and likely affects other cotranslational processes such as protein folding [68]. The aSD site in the ribosome is conserved across all known bacteria (Figure S12) [14], even in those lacking abundant SD sites at start codons. As *C. crescentus* has evolved to have a larger apparent role of the SD for pausing than initiation, perhaps the strong conservation of the aSD site is due in part to its role in programmed ribosome pausing.

## Materials and Methods

### Ribosome profiling and RNA-seq

*C. crescentus* strain NA1000 was grown in M2G or PYE overnight in 5 mL, transferred to 25 mL and grown overnight, then diluted into 500 mL and grown to an OD600 of 0.5. Cells were treated with 100 µg/mL of chloramphenicol for 2 minutes then harvested by centrifugation and flash frozen in liquid nitrogen. Cells were subjected to mixer milling (6 cycles for 3 min at 15 Hz) while frozen in liquid nitrogen. A small amount of the lysate was saved for RNA-seq and the rest was used for ribosome profiling. Ribosome profiling was performed as in [10],[17]. To prepare the RNA-seq libraries, total RNA was extracted from the frozen cell pellet by hot acid-phenol extraction and RNA integrity was verified on the bioanylzer (Agilent). rRNA was removed by MICROBExpress gram negative rRNA removal kit (Ambion). The resulting RNA was base hydrolyzed at 95°C in alkaline hydrolysis buffer (50 mM sodium carbonate pH 9.2, 1 mM EDTA) for 23 minutes and size selected between 20 and 45 nt on a denaturing PAGE gel (10% acrylamide 1× TBE/7M Urea). Library prep was performed as in [10],[17] for both RNA-seq fragments and ribosome footprints. DNA libraries were sequenced on the Illumina Hiseq 2000 or Genome Analyzer platforms. Ribosome profiling reads were mapped to the NA1000 genome sequence (CP001340) using bowtie 0.12.8 [69] and center weighted as in [10]. RNA-seq reads were mapped to the 5′ nucleotide to find the 5′ ends or to the full read sequence for mapping transcripts. Data for two ribosome profiling and two RNA-seq datasets (one set for both M2G and PYE) were deposited into the gene expression omnibus (accession number GSE54883).

### CDS mapping

Ribosome profiling read density (Datasets S2 & S3) and the LC-MS derived tryptic peptides were both mapped to the NA1000 genome sequence (CP001340). Using the predicted CDS architecture in the annotation file downloaded from genbank (accession number CP001340) we found tryptic peptides in 66% of the CDSs. Tryptic peptides were directly used to map start codons if the N-terminal codon (or the previous codon in the case of formyl-Met processing) mapped to regions where the previous codon was not an Arg or Lys codon. Since the coverage of the tryptic peptides at the start codon is poor we used the ribosome profiling read density to map the remainder of start codons. We defined start codons as the most upstream ATG, GTG, CTG, or TTG codon with >1/20 the ribosome profiling read density. If no 1^st^ position mismatches were found we searched for single position mismatches in the 2^nd^ and 3^rd^ positions. If no single position ATG mismatches were found, we used the resulting codon only if they matched the beginning of ribosome density and contained a LC-MS tryptic peptide not preceded by an Arg or Lys codon. Each potential start codon which fit this criterion was manually annotated to ensure accuracy. If we identified two adjacent potential start codons we selected the most upstream start codon.

To identify new CDSs we searched for intergenic regions of significant ribosome density. We considered a region a CDS if the ribosome density strictly mapped between start codons to stop codons. We also checked for CDSs that had greater antisense than sense ribosome footprints and manually corrected genes predicted on the wrong strand. We deleted hypothetical CDSs that significantly overlapped other CDSs encoded on the opposite strand or that significantly overlapped tRNA genes.

To map CDSs on leaderless mRNAs we found that the center-weighted ribosome footprints often began 12–18 nt after the start codon as the ribosome footprints were shorter. 

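The CDSs with an RNA-seq 5′ end call at a minimum of 5 reads, chosen after seeing the data, were used, with both media pooled and at least 20 footprints from 12 to 30 nt after the first nucleotide of the start codon. The footprints from 30 nt before to 9 nt after that nucleotide were divided by those from 12 to 30 nt after it. The median of this share was 5.58% (quartiles 3.13% and 24.4%) for 10 CDSs with a leaderless call and 92.3% (quartiles 42.5% and 271%) for 167 CDSs with an end at least 5 nt upstream. Without ends on listed ncRNAs and RNA genes, also chosen after seeing the data, it was 92.3% (quartiles 43.3% and 255%) for 159 CDSs of the latter kind. The 2 kinds are not independent of the footprints, since by the Methods start codons of leaderless mRNAs were placed in part by 5′ ends and footprints.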

We therefore identified either 5′ PPP ends or the 5′ end of the RNA-seq read density for each potential start codon. If tryptic peptides matched the 5′ end we annotated it as a leaderless mRNA. Alternatively if no tryptic peptide was found, we mapped leaderless mRNAs if the 5′ end matched the first nucleotide of the start codon and the center-weighted ribosome footprints mapped to the 5′ end of the mRNA. 

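dnaX (CCNA_00268) lies on the + strand from 282130 to 283956, and hemE was not analysed here. Over both media, dnaX had 2 RNA-seq 5′ ends at the first nucleotide of its start codon, out of 5 from 20 nt before to 20 nt after it. Its footprints numbered 8.53 from 30 nt before to 9 nt after that nucleotide and 8.83 from 12 to 30 nt after it. The position with the most 5′ ends within 300 nt upstream, 281946 with 972 reads, is the first nucleotide of the 4.5S RNA (CCNA_R0005), which ends at 282042.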

We verified this signature on leaderless mRNAs *dnaX* and *hemE* [32].

### Transcript mapping

The 5′ end was mapped based on the increased peak intensity of the RNA-seq data at the 5′ nucleotide resulting from partial shearing of the RNA [70] (from Dataset S4 & S5) and/or presence of a 5′ PPP site. 3′ ends were mapped based on an increased 3′ end peak intensity before a drop in RNA level if present, or estimated based on the drop in RNA reads. Non-coding RNAs were identified by examining intergenic or antisense stretches of RNA-seq density. We considered an RNA non-coding if no CDSs were detected within the transcript boundaries. 5′ UTR length distribution was calculated using mapped 5′ RNA ends identified within 300 nt upstream of the start codons or within the last 30% of the upstream CDS, whichever is the shorter distance. 5′UTRs longer than 300 nt were curated manually. To identify known riboswitch elements we searched the 5′ UTR sequences in the Rfam database.

### Operon identification

Using the predicted NA1000 operon predictions [71] we appended new CDSs to operons using the following criteria: 1) CDSs that overlap or were less than 40 nt away with the upstream operon or CDS were annotated as either part of the previous operon or as a new operon if overlapping with an upstream single CDS. 2) CDSs less than 260 nt from an upstream CDS were manually inspected and annotated. To use the new CDS map to refine operon predictions we split predicted operons at sites between individual CDSs if they met the following criteria: 1) Intergenic region between CDSs must be >40 nt, 2) Reads per nucleotide must be >20, and 3) a >10 fold difference in RNA-seq read density between the CDS and intergenic region must be observed.

### SD site prediction

SD sites were calculated using the Free2Bind package [16]. To identify SD affinity for a translation initiation site, we calculated the annealing affinity of 5′-CACCUCCU-3′ sequence of the rRNA with a 1 nt sliding window from −100 to +100 nt of the translation initiation site. Presence of a SD motif was determined if the lowest predicted ΔG° of annealing between the rRNA and mRNA was less than −4.4 kcal/mol [13] in a window between −20 and −5 nt upstream of the translation initiation site [53]. To estimate the background SD affinity encoded by a random sequence of nucleotides at the GC% of the *C. crescentus* genome we calculated the SD affinity on 10,000 randomized sequences. 19.2% of random sequences contained our criteria for a SD motif.

### Ribosome pausing analysis

Global ribosome pausing analysis was performed as in [10] on genes with average read coverage >10 reads per codon in M2G medium. The average normalized cross-correlation function of sequence elements relative to pause sites was calculated on genes greater than 160 nt long and >10 reads per codon.

### mRNA folding prediction

Predicted ΔG° of RNA structures were calculated using the RNAFold program in the Vienna RNA package [72] as in [27]. The minimum free energy was calculated in a 50 nt sliding window moving in 1 nt increments from 100 nt before to 100 nt after the start codon.

### Calculation of RNA-seq and ribosome profiling expression levels between media

Levels of gene expression were calculated using the reads per kilobase per million mapped reads (R.P.K.M.) [73] between samples. Ribosome profiling data were corrected for initiating and terminating ribosomes by removing the first 10 codons and the last 5 codons from the R.P.K.M. calculation.

After removing genes with less than 30 reads in a given sample, genes were classified as differentially translated between M2G and PYE if they had a greater than 2-fold change in the translation efficiency = 
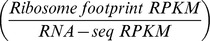
.

### Light and fluorescence microscopy

Images were collected as described in [74] on M2G 1.5% agarose pads using a Leica DM6000B microscope. For image analysis MicrobeTracker software [75] was used to determine cell outlines and measure the cell length.

### Swarmer assay

Cells were grown to mid-log phase, normalized to OD600 0.3, and spotted on PYE/0.3%-Bacto-Agar/0.3%-xylose/kanamycin plates. Cells were grown for 2–4 days in a humid 28°C chamber, and imaged on a gel imager. Colony size was calculated using imageJ.

### Western blotting

Whole cell lysates were generated by growing 1 mL cultures to mid-log, resuspending the cells in 1× Laemmli sample buffer, and boiling at 95°C. Lysates were run on TRIS-Gly SDS-PAGE gels (Bio-Rad 4–15% or 10% acrylamide) and transferred to PVDF membranes (Millipore). Immunoblotting was performed using anti-GFP (Roche) or anti-FtsA sera followed by detection using chemiluminescent substrate (PerkinElmer). Band intensity was calculated using ImageJ.

### Strains

A list of all strains can be found in Table 2. To generate all replicating plasmid containing strains, *C. crescentus* NA1000 was transformed with the following plasmids and selected using standard procedures on PYE plates supplemented with antibiotics. All plasmids were sequence verified.

**Table 2:** List of strains used in this study.

Strain	Background	Source
LS101	NA1000	
UJ838	NA1000 ΔclpA	[78]
LS5389	NA1000 Δ*ftsA* pxylX::*ftsA*	[79]
EG083	NA1000 Δ*ftsA* pxylX::ΔN1-18*ftsA*	[25]
LS5364	NA1000 pBX*-ftsA*	[79]
EG023	NA1000 pBX- *ftsA*ΔN1-18	
LS5380	NA1000 p*ftsWs*	This study
LS5381	NA1000 CCNA_03915::YFP	This study
LS5382	NA1000 CCNA_03965::YFP	This study
LS5383	NA1000 CCNA_03904::YFP	This study
LS5384	NA1000 CCNA_03919::YFP	This study
LS4020	NA1000 XylX::YFP	[76]
LS5385	NA1000 pBX-SPA	This study
LS5386	NA1000 pBX*ftsWs*-SPA	This study
LS5387	NA1000 pBX*sidA*-SPA	This study
LS5388	NA1000 pBX*CCNA_03934*-SPA	This study

To generate pBXSPA small CDS overexpression plasmids, an SPA tag was inserted into pBXMCS-2 between the EcoRI and SacI sites. Then, *ftsWs, sidA, and CCNA_03934* were inserted between NdeI and EcoRI.

To generate p*ftsWs*, *ftsW* was inserted into pRVYFPC-6 between HindIII and KpnI, removing any promoter for *ftsW* and blocking full length expression with two 5′ transcription terminators.

To generate YFP integrating strains, 500 bp of DNA upstream of the stop codon was cloned in frame with YFP in pYFPC-4 using Gibson assembly. Resulting integrating plasmids were transformed into NA1000 and selected on PYE gentamycin.

To generate pBX-*ftsA*, *ftsA* was inserted into pBXMCS-2 [76] between the NdeI and PstI sites.

To generate *ftsA::ftsA*Δ*C* P*_xylX_*-*ftsA*, *ftsA*_1–375_ was inserted into pXMCS-2 [76] between the NdeI and PstI sites. The resulting plasmid (pXMCS-2 *ftsAΔC*) was subsequently transformed into NA1000 resulting in a single integration event at the *ftsA* locus that simultaneously truncated the native *ftsA* gene while introducing P*_xyl_-ftsA*. Transformants were selected on PYE kanamycin and xylose.

pBX- *ftsA*ΔN1-18 was a gift from Erin Goley.

## Supporting Information

Figure S1 *C. crescentus* polysome digestion with micrococcal nuclease. Absorbance at 260 nm of polyribosomes separated on a 10 to 55% sucrose gradient before (blue) or after (red) digestion with micrococcal nuclease. After digestion the 70S peak was purified and the resulting mRNA footprints were prepared for high-throughput sequencing.
(TIF) Click here for additional data file.

Figure S2 Metagene plot of ribosome density at start codons. The average ribosome density plotted at CDSs where start codons were verified by LC-MS.
(TIF) Click here for additional data file.

Figure S3 RNA folding energy and Shine-Dalgarno affinity to rRNA for *C. crescentus* translation initiation sites. Blue – SD containing CDSs, Yellow – Leaderless CDSs, and Orange – All CDSs. **A.** Metagene plot of the SD affinity calculated using an 8 bp rRNA sequence 5′ CACCUCCU 3′ and the Free2bind software [16]. CDSs are centered at the start codon. 24.6% of start codons were preceded by a SD site, while the frequency of SD sites encoded in randomly generated sequences is 19.2%. **B.** Metagene plot of the average RNA folding energy calculated in a sliding 50 bp window with a step every 1 bp using the Vienna RNAfold package [72]. CDSs are centered at the start codon.
(TIF) Click here for additional data file.

Figure S4 Codon dependent pausing in *C. crescentus*. **A.** Metagene plot of the average ribosome density across all highly expressed CDSs (>3 reads per codon) aligned relative to the start and stop codons. On average, there are peaks of ribosome occupancy at the start and stop codons. **B.** Average codon occupancy (at the ribosomal A-site) compared to the genomic codon abundance for each codon. The only codon with considerable pausing is AGU, read by tRNA^Ser^_GCU_. **C.** Pausing at AGU codons in abolished in PYE media. Rank of the fold change of pause intensity between M2G and PYE media. While three codons have a 2 fold change in codon occupancy, they were all low occupancy codons (<1 ribosome occupancy) and do not become strongly paused in PYE (<2 fold ribosome occupancy).
(TIF) Click here for additional data file.

Figure S5Translation efficiency does not correlate with Shine-Dalgarno strength at start codon. Plot of the calculated SD strength vs the translation efficiency = 
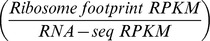
 for genes expressed in M2G medium.(TIF)Click here for additional data file.

Figure S6 Phase contrast images of *C. crescentus* cells overexpressing *ftsWs*. *C. crescentus* strain NA1000 harboring pBX*ftsWs*-SPA was grown in PYE media supplemented with kanamycin and induced with 0.3% xylose for 6 hours before imaging on PYE agarose pads. Black scale bar is 2 µM.
(TIF) Click here for additional data file.

Figure S7 Distribution of operon sizes. Global distribution of the number of CDSs per operon.
(TIF) Click here for additional data file.

Figure S8 Differential mRNA and translation levels in operons. Comparison of **A.** Ribosomes profiling and **B.** RNA-seq levels for the 2^nd^, 3^rd^, and 4^th^ CDSs in each operon with 4 or more CDSs compared to the level of the 1^st^ CDS. Data shown is for genes expressed in M2G.
(TIF) Click here for additional data file.

Figure S9 Distribution of Shine-Dalgarno affinities for *B. subtilis* and *E. coli*. Calculated aSD affinity preceding the start codon for each CDS. Fraction of SD containing CDSs are 94.3% and 66.9% of CDSs in *B. subtilis* and *E. coli*., respectively [16].
(TIF) Click here for additional data file.

Figure S10Equivalent translation of non-Shine-Dalgarno led and Shine-Dalgarno led mRNAs. Comparison of the translation efficiency = 
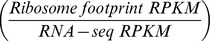
 between leaderless, non-SD led, and SD led mRNAs. Data shown are for genes expressed in M2G.(TIF)Click here for additional data file.

Figure S11 Verification of ribosome profiling derived coding DNA sequences using western blot. Cells were grown to mid log and induced with 0.3% xylose for 2 hours as indicated. Cells were harvested by centrifugation, lysed by boiling in 1× Laemmli sample buffer, and subjected to western blotting. Where applicable, bands of the expected size are highlighted with asterisks. **A.** **Verification of the start codon of** *ftsA* **.** Indicated cell lysates were blotted with anti-FtsA antibody. We used a deletion of the clpA protease (ΔclpA) which specifically degrades FtsA [79]. **B.** **Verification of** *ftsWs* **translation.** To verify the translation of the *ftsWs* isoform, we designed a plasmid (p*ftsWs*) which could only express the short form by replacing the upstream promoter with a strong transcription terminator. The CDS of *ftsWs* was then tagged with an in-frame C-terminal YFP and run on a western blot with anti-GFP antibody. The left lane shows that *ftsWs* is transcribed and translated from the internal promoter inside *ftsW*, yielding the FtsWs-YFP product and no appearance of the full length FtsW from this plasmid. As a control, XylX::YFP was induced with 0.3% xylose for 6 hours. **C.** **Verification of new small CDSs.** To verify the translation of the new small CDSs, we picked 4 small CDSs with different ribosome profiling densities and inserted an in-frame YFP into the chromosome and performed a western blot with anti-GFP antibody. For each of the 4 CDSs, we found bands that ran at sizes consistent with the predicted size.
(TIF) Click here for additional data file.

Figure S12 Alignment of rRNA anti-Shine-Dalgarno sites. The sequences of the aSD are shown for *C. crescentus*, *B. subtilis*, and *E. coli*.
(TIF) Click here for additional data file.

Figure S13 Occurrence of Shine-Dalgarno sites in CDSs. The normalized occurrence of each possible hexanucleotide sequence is plotted vs. the hexanucleotide affinity to the aSD. Stronger aSDs have lower occurrence in the CDSs, suggesting a negative selection against them.
(TIF) Click here for additional data file.

Figure S14 Library preparation does not affect anti-Shine-Dalgarno pausing. RNA-seq read density is not enriched for peaks at SD sites as it is randomly sheared by base-hydrolysis. This suggests that the library preparation procedure does lead to the observed SD mediated ribosome pausing.
(TIF) Click here for additional data file.

Figure S15 Protein levels correlate with ribosome profiling translation levels. To validate that the ribosome profiling read density measures the translation rate, we measured the relative protein levels of three genes with C-terminal YFP translational fusions. The band corresponding to the predicted molecular weight of each protein fusion is marked with an asterisk. We find that the relative band intensity correlates well with the ribosome profiling levels (R^2^ = 0.96).
(TIF) Click here for additional data file.

Figure S16 Morphology of pBX-*ftsAΔN1-18* cells after extended overexpression. Cells were grown in PYE kanamycin with 0.3% xylose and imaged with phase-contrast microscopy at the indicated times. Black scale bar is 6.05 µm.
(TIF) Click here for additional data file.

Table S1 Expressed riboswitch elements. Putative riboswitches were determined by searching 5′ UTRs in the Rfam database [35].
(DOCX) Click here for additional data file.

Dataset S1 New annotations of the *C. crescentus* genome. Compiled CDS, ncRNA, and operon maps are found here. Other features, such as leaderless mRNAs and putative alternative start codons, are also deposited here. Additionally, translation and RNA levels in each media are deposited here.
(XLSX) Click here for additional data file.

Dataset S2 Pooled ribosome profiling data used for genome mapping – forward strand data. Ribosome footprints from M2G and PYE were pooled to create a comprehensive dataset for mapping CDSs. This file contains the forward strand data. First column contains the nucleotide position in the genome, and the second column contains the center weighted ribosome footprint count.
(RAR) Click here for additional data file.

Dataset S3 Pooled ribosome profiling data used for genome mapping – reverse strand data. Ribosome footprints from M2G and PYE were pooled to create a comprehensive dataset for mapping CDSs. This file contains the reverse strand data. First column contains the nucleotide position in the genome, and the second column contains the center weighted ribosome footprint count.
(RAR) Click here for additional data file.

Dataset S4 Pooled RNA-seq data used for genome mapping – forward strand data. RNA-seq reads from M2G and PYE were pooled to create a comprehensive dataset for mapping RNAs. This file contains the forward strand data. First column contains the nucleotide position in the genome, and the second column contains the number of reads mapped to the 5′ nucleotide.
(RAR) Click here for additional data file.

Dataset S5 Pooled RNA-seq data used for genome mapping – reverse strand data. RNA-seq reads from M2G and PYE were pooled to create a comprehensive dataset for mapping RNAs. This file contains the reverse strand data. First column contains the nucleotide position in the genome, and the second column contains the number of reads mapped to the 5′ nucleotide.
(RAR) Click here for additional data file.

Dataset S6 Systematic analysis of *E. coli* and *B. subtilis* CDSs. Ribosome profiling data from *E. coli* MG1655 and *B. subtilis* 168 [10] were analyzed using our CDS searching scheme (Materials and Methods).
(XLSX) Click here for additional data file.

Dataset S7 Comparison of RNA-seq transcripts with northern blots. RNA-seq derived transcripts were compared to northern blots from [4] to validate our RNA-seq mapping approach.
(XLSX) Click here for additional data file.

# Supplementary material for: The Coding and Noncoding Architecture of the Caulobacter crescentus Genome
**Source:** PLoS Genet. 2014 Jul 31;10(7):e1004463. doi: 10.1371/journal.pgen.1004463
**Supplement:** Table S1 — Expressed riboswitch elements. Putative riboswitches were determined by searching 5′ UTRs in the Rfam database [35].

| Supplemental Table 1. **Expressed conserved riboswitch elements.** | | | |
| --- | --- | --- | --- |
| **Gene** | **Name** | **Riboswitch** | **Rfam ID** |
| CCNA_03465 | aminomethyltransferase | Glycine | RF00504 |
| CCNA_01826 | Vitamin B12 receptor | Cobalamin | RF00174 |
| CCNA_00515 | *metE* | Cobalamin | RF00174 |
| CCNA_02109 | *thiC* | Thiamin pyrophosphate (TPP) | RF00059 |

How the deposited data were processed for this re-analysis (not part of the article)

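RNA-seq and ribosome profiling of Caulobacter crescentus NA1000 were each done on 1 culture in M2G medium and 1 culture in PYE medium, 4 libraries in all. There are no replicates, so no difference between media has a replicate check and no p-value across genes is given. Standard errors, Wilson intervals and floors cover counting error only, and reads without molecular identifiers are not independent molecules.

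For RNA-seq, the authors mapped the reads to the NA1000 genome and deposited, for each nucleotide and strand, the count of reads whose 5′ end maps there. The authors also deposited the coverage signal of the full reads, that is the number of reads over each nucleotide. For ribosome profiling, the authors deposited a coverage signal in which each footprint is spread over its central nucleotides and adds a total of 1. None of these values was scaled to library size. How the authors treated reads that match several places is not something the values show, and no step of the mapping was repeated. The totals were 345201 RNA-seq reads in M2G and 219340 in PYE, and 1888642 footprints in M2G and 3860144 in PYE. At these depths 3 reads are 0.000869% and 0.00137% of the RNA-seq libraries and 0.000159% and 7.77e-05% of the footprint libraries.

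No genome sequence was used here, and the genome was taken to end at position 4042914, the highest in the files. CDS, ncRNA and operon positions were taken from Dataset S1, of which the CDS list was read up to position 2218730 (1999 CDSs, spanning 54.9% of the genome) and the operon list up to position 2589782, which added 246 CDSs. The map therefore holds 2245 CDSs, 527 operons and 141 ncRNAs, and counts of genes or operons refer to this part of the genome. The 9 RNA genes of 74 to 86 nt in the operon list were left out of library totals and of the read classes. Other tRNA and rRNA genes were not marked in the tables used and were not removed. Results that need sequence, namely Shine-Dalgarno sites, hexamers, codons and mRNA folding, were not analysed here, nor were PPP sites, peptide data and microarrays.

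Positions in the files were shifted to match the coordinates of Dataset S1, by 1 nt for 5′ ends and footprints and for full reads on the + strand, and by 2 nt for full reads on the - strand. The paper's text does not state the numbering. The shifts were chosen after seeing the data, from where 5′ ends lie relative to the ncRNA 5′ nucleotides and start codons of Dataset S1 and from the edges of full reads relative to 5′ ends, so that leaderless calls and the 5′ end ratio of ncRNAs are not independent of them. The start codons of leaderless mRNAs in Dataset S1 were themselves placed in part by RNA-seq 5′ ends and footprints.

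RNA-seq read depth was summed over a region and divided by the mean read length of the library, 27.1 nt in M2G and 29.7 nt in PYE, to give reads. Footprints over a CDS were summed without the first 10 and last 5 codons for translation efficiency, operon levels and changes between media, and over the whole CDS elsewhere. RPKM was calculated with the reads outside the 9 RNA genes as the library total. Translation efficiency was the footprint RPKM divided by the RNA-seq RPKM, for genes with at least 30 reads in each library used, and a change between media was a ratio of more than 2-fold. The amino acid catabolism list was made from product names by terms chosen before the data were examined, and its median was placed among 10000 random lists of the same size matched on 10 classes of mean RNA-seq RPKM.

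Mean footprint profiles used CDSs with more than 3 footprints per codon, with 95% bootstrap intervals from 1000 resamples of CDSs. RNA 5′ ends were called from 5′-end counts pooled over both media, within 300 nt upstream of the start codon, at a minimum of 20 reads, 5 times the mean of the 50 nt before and 3 times the mean of the 50 nt after. A CDS was called leaderless when this end was the first nucleotide of its start codon, and leadered when it lay at least 5 nt upstream. Ends of the ncRNAs and RNA genes of Dataset S1 were not left out of these calls, and calls without the ends inside such an RNA on the same strand, or up to 2 nt before it, were added after seeing the data. This minimum gave no leaderless CDS, so the comparison of translation efficiency between leaderless and leadered mRNAs has no value at the designed setting, and minima of 5, 8 and 10 reads were added after seeing the data. For ncRNAs, 1 footprint was added to each ncRNA and CDS before the ratio was taken. Operon results used M2G, with at least 30 reads per CDS for 2-fold differences and at least 30 reads on the upstream CDS for 5-fold drops. Shares have 95% Wilson intervals.

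The genes named were chosen by a rule set before the data were examined. They are the 5 largest changes in each direction in RNA-seq RPKM and in translation efficiency, among genes with at least 100 reads in each of the 4 libraries, and every gene that the paper names in its results text or Figs. 1 to 6 and the map contains. For ncRNAs, they are those of Fig. 5 and the 3 with the highest footprint density. For the internal TSS example, the paper's text and Fig. 4E give different locus numbers, and the locus of Fig. 4E was used. The rule did not cover 4 genes of the amino acid catabolism list, 3 small CDSs with the largest footprint number in each medium and the shortest length, and the loci of the closing observations. Nor did it cover CCNA_00214, CCNA_00938 and CCNA_02271, which lie below the minimum of 100 reads. All these were picked after their values were seen. The alternatives tried were other read minima, other scalings, the other medium alone or both media pooled, 5′-end counts in place of full reads, other call thresholds and other sets of CDSs or ncRNAs.

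The gene comparison, list percentile, 5′ end calls and mean profiles were tested on simulated data before use. Of 200 genes changed 4-fold in simulated counts, 99.5% of those that could be compared were called in the right direction, and 0% of unchanged genes were called. Of the planted 5′ ends, 99.7% were called at the right distance, with 0 calls at other CDSs. The planted ends lay well above the minimum of 20 reads in an even background, whereas in the data 1959 of 1999 CDSs had no position with 20 reads. These shares therefore do not hold for weak ends or uneven signal. Changes smaller than 4-fold were not simulated for the gene comparison. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.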

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

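All tests in this part were chosen after the result was seen, and both results are signals that the paper does not analyse.

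The 9 RNA genes of 74 to 86 nt in the operon list held 12841 footprints in PYE, 0.333% of the library, and 133 in M2G, 0.00705%. The largest number in PYE, 8287, was on CCNA_R0030 (+ strand, 1423164 to 1423249), which held 110 in M2G. A difference in sequencing depth was tested by scaling to the library totals, and the ratio of PYE to M2G was still 47.2. A difference in RNA level between media was tested with the RNA-seq reads on the same genes, scaled in the same way, whose ratio was 1.20, so that neither depth nor RNA level accounts for the pooled difference. The pooled RNA-seq ratio is set mostly by CCNA_R0030, and without that gene the ratios were 3.53 for RNA-seq and 96.1 for footprints. The genes were not alike. RNA level rose 9.72 times on CCNA_R0026, from 31.6 to 195.0 reads, where footprints went from 0 to 1656, and on CCNA_R0029 and CCNA_R0038 scaled footprints rose only 2.15 and 3.54 times, with RNA-seq ratios of 3.37 and 1.49. RNA level may therefore account for part of the difference at some single genes. It does not at CCNA_R0030 and CCNA_R0046, where RNA-seq ratios were 0.937 and 0.468 and scaled footprints rose 36.9 and 78.3 times. Whether reads on such genes were removed by the authors in 1 of the 2 libraries, or whether fragments of these RNAs entered the PYE footprint library during preparation, was not tested. With 1 library per medium, the difference cannot be told apart from these explanations, and no biological explanation other than RNA level was tested.

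On the + strand from 2338502 to 2338827, between CCNA_02186 and CCNA_02187, the M2G library held 38345 footprints, 2.03% of all its footprints, while the PYE library held 0. The product of this locus is not named in the lists used here. RNA-seq reads on the 326 nt numbered 6877 in M2G and 4434 in PYE, and the ratio of PYE to M2G after scaling to the library totals was 1.01, so that the RNA level did not differ in the way the footprints did. From the M2G footprints and the library depths, 78372 footprints would be expected in PYE, so that depth does not account for the 0 either. Removal of the reads by the authors in the PYE library alone is a candidate explanation that was not tested at this locus, and a biological difference between media cannot be told apart from it.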

How the results depend on the processing

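All alternatives were set before the data were examined, except the minima of 5, 8 and 10 reads for 5′ ends with every comparison of leaderless and leadered mRNAs, the start codon peak without CDSs that have a footprint gap, the positions as written in the files, and the 5′ end calls without ends on listed RNAs, which were chosen after seeing the data. No paired analysis was possible because there is 1 library per medium and assay. Unless a test is named, a result is said to move when it leaves the 95% interval of the reported value, or for a count when it changes by more than 1.5 times, and the cause was not tested for the moves below unless stated.

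Read classes changed by less than 1 percentage point, in most cases to values outside their narrow intervals. The CDS sense share of 79.9% became 79.3% with the 9 RNA genes included, 79.0% with 5′-end counts and 79.2% in PYE only. The intergenic share of 16.8% became 17.5%, 17.6% and 17.6% under the same alternatives. The antisense share of 3.27% became 3.44% with 5′-end counts and 3.20% in PYE only, and with the 9 RNA genes included it was 3.24%, inside its interval. The covered share of the genome depended strongly on the definition, from 61.5% to 47.8% in M2G only, 33.9% with strands counted separately and 2.15% with at least 2 reads by 5′-end count.

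The start codon peak of 4.73 became 3.98 in PYE, and it was above the stop codon peak under every alternative run for both peaks. Without the CDSs that have a footprint gap it was 4.80. The count of genes with changed translation efficiency, 17 of 571, fell to 4 of 199 with at least 100 reads and to 6 with the 95% interval from counting error wholly beyond 2-fold, while scaling to all reads and centring on the median left it at 17. Centring changed the directions within that count, from 2 higher and 15 lower in M2G to 8 higher and 9 lower. The count of genes with changed RNA level, 46 of 583, fell to 7 of 202 with at least 100 reads, and was 44 to 47 under the other alternatives. The percentile of the amino acid catabolism list went from 0.88 for translation efficiency to 0 for RNA-seq RPKM.

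The share of 5′ ends between 15 and 60 nt upstream of the start codon, 30.8% of 39 calls, became 11.1% with at least 50 reads and 14.3% in M2G only. It was 42.9% without the 11 ends on listed ncRNAs and RNA genes, within the interval of the reported value, and 28.6% in M2G only without them. The number of leaderless CDSs was 0 under every alternative set before the data were examined, and 4, 7 and 17 with at least 10, 8 and 5 reads, with or without ends on listed RNAs. The minimum of reads removed most CDSs from these calls, since 1959 of 1999 had no position with 20 reads in the search range, and of the 40 that had one, 39 met the other criteria. For translation efficiency, the interval of the difference between leaderless and leadered CDSs included 0 in M2G under all the minima, and in PYE with at least 5 reads, with and without ends on listed RNAs. It left out 0 in PYE with at least 8 reads (-0.43, 6 leaderless CDSs) and with at least 10 reads (-0.12, 3 leaderless CDSs), and the values without ends on listed RNAs were -0.43 and -0.12 as well. The direction was negative in all these fits. The PYE intervals that left out 0 rest on too few leaderless CDSs to decide whether there is a difference. With the 5′-end positions as written in the files, without the shift of 1 nt, no CDS was leaderless even with at least 5 reads, and the share between 15 and 60 nt was 25.6%.

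The ncRNA difference of -8.21 became -9.41 with at least 100 reads and kept its direction. It was -8.83 in PYE, but that value is limited by values of 0 in PYE on listed ncRNAs that may not reflect a lack of translation, such as that of CCNA_R0051, which held 634 footprints in M2G, with 800.4 expected in PYE. The share of operons with more than 2-fold differences, 49.1%, became 63.1% with at least 1 read, and the number with 5-fold drops went from 45 to 81, while the operons that could be tested went from 279 to 516 and the share with a drop from 16.1% to 15.7%. The ATG share of 76.8% became 74.0% over all 1999 CDSs of the CDS list. The ratio at ncRNA 5′ ends, 6.90, stayed within its interval in PYE. It did so too for ncRNAs without a PPP site (6.22), which is no independent test because the authors placed their 5′ ends by RNA-seq peaks. With the positions as written in the files the ratio was 0.977, and here the shift is the cause, since it was chosen to bring 5′ ends onto these nucleotides.

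Some alternatives were not run. Those with the reference annotation only, and all results on Shine-Dalgarno sites (start codons, occupancy, cross-correlation and translation efficiency), hexamer occurrence, AGT codon occupancy and folding at start codons, need a genome sequence or annotation that was not used here. For translation efficiency changes, the CDSs of Dataset S1 alone are the reported setting. The amino acid catabolism list with at least 100 reads gave no value, because fewer than 2 of its genes remained. The comparison of leaderless and leadered mRNAs at the designed minimum, and its alternatives of PYE, 10 times before and 5 times after, and at least 100 reads, gave no value because no CDS was called leaderless.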

Differences from the paper's values

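The antisense share of RNA-seq reads was 3.27%, against the paper's 5%. With 5′-end counts in place of full reads it was 3.44% (Wilson interval 3.38 to 3.50), within 1.5 times of the paper's value but still below it. PYE only (3.20%) and inclusion of the 9 RNA genes (3.24%) were not within 1.5 times. None of these alternatives closed the gap. The shares here cover positions up to 2218730, and tRNA and rRNA genes other than the 9 were not removed. The paper gives its 5% as a share of non-tRNA/rRNA reads, so the values are not fully comparable.

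The share of the genome with RNA-seq reads was 61.5%, against the paper's 96.2%. It was 47.8% in M2G only, 33.9% with strands counted separately and 2.15% with at least 2 reads by 5′-end count, and none of the alternatives set before the data were examined closed the gap.

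The number of genes with a more than 2-fold change in translation efficiency was 17, against the paper's 39, in a map that leaves out part of the genome. Scaling to all reads and centring on the median each gave 17, the 95% interval from counting error gave 6 and at least 100 reads gave 4. None of the alternatives set before the data were examined closed the gap in the count. The paper's count covers the whole genome, whereas the 571 genes compared here come from part of it. How much of the gap comes from the missing part was not tested, so the counts alone do not show a disagreement.

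The number of leaderless mRNAs called was 0, against the paper's 375, from RNA-seq 5′ ends alone and in a map of 1999 CDSs. It was 0 with 10 times before and 5 times after, with at least 50 reads and in M2G only, and none of the alternatives set before the data were examined closed the gap. The minima of 10, 8 and 5 reads, chosen after seeing the values, gave 4, 7 and 17 and did not close it either, and with the positions as written in the files, also chosen after seeing the values, it stayed at 0.

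The share of 5′ ends between 15 and 60 nt upstream of the start codon was 30.8%, against the paper's 57%. It was 27.3% with 10 times before and 5 times after, 11.1% with at least 50 reads and 14.3% in M2G only, and none of the alternatives set before the data were examined closed the gap. With at least 8 reads (39.3%) and at least 5 reads (41.5%), both chosen after seeing the values, the share came within 1.5 times of the paper's, and with at least 10 reads, also chosen after seeing the values, it was 37.0% and did not. With positions as written in the files, chosen after seeing the values too, it was 25.6% with at least 20 reads, and 41.7% with at least 5 reads, which is within 1.5 times of the paper's. Without the 11 ends on listed ncRNAs and RNA genes, a choice made after seeing the values, it was 42.9%, and with this choice also 40.9% with 10 times before and 5 times after and 42.5%, 44.2% and 44.8% with at least 10, 8 and 5 reads, all within 1.5 times of the paper's. With at least 50 reads (25.0%) and in M2G only (28.6%), the same choice did not bring it within 1.5 times. A share within 1.5 times can still lie below the paper's. With at least 5 reads the Wilson intervals, 35.1 to 48.1 and 38.1 to 51.7 without ends on listed RNAs, lay below 57%. So did those with at least 8 and 10 reads. With the 11 ends left out, the interval at the designed minimum, 26.5 to 60.9 for 28 ends, included 57% and cannot decide. The same held, without ends on listed RNAs, for the alternatives set before the data were examined.

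The number of operons with a 5-fold drop was 45, against the paper's 125, in an operon list that leaves out part of the genome. It was 37 in PYE, 47 with both media pooled and 81 with at least 1 read. None of the alternatives set before the data were examined closed the gap in the count. The paper's count covers the whole genome, whereas 279 operons could be tested here in M2G and 516 with at least 1 read. The share of tested operons with a drop was 16.1% in M2G, 19.1% in PYE, 12.8% pooled and 15.7% with at least 1 read. The counts alone therefore do not show a difference from the paper.

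The paper shows dnaQ (CCNA_00005) as a leaderless mRNA in Fig. 4C. RNA-seq gave no 5′ end call for it, with 1 of 5 5′ ends at the first nucleotide of the start codon, and the footprints numbered 3.00 from 30 nt before to 9 nt after that nucleotide and 8.00 from 12 to 30 nt after it. The paper states that dnaX (CCNA_00268) has the footprint pattern of a leaderless mRNA. Its footprints numbered 8.53 and 8.83 in the same stretches, and 2 RNA-seq 5′ ends lay at its start codon.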

Other observations

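All tests in this part were chosen after the result was seen.

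The covered share of the genome may be limited by the depth of the RNA-seq libraries. When 5′ ends of both media were drawn at random and extended by the mean read length, the covered share was 32.5% with 25% of the reads, 46.7% with 50% and 61.6% with all of them, a rise of 14.9 percentage points over the last doubling. The share had thus not levelled off at the depth in hand. Whether deeper libraries would reach another share was not tested.

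The small number of 5′ end calls may be limited by the depth of the RNA-seq libraries. With 50% of the 5′ ends drawn at random, 17 CDSs had a call at the designed minimum, and with all of them 39 did, 2.29 times as many. With 25% there were 10. At a minimum of 5 reads the numbers were 60, 119 and 217. The number of calls had thus not levelled off. Because the minimum is fixed, calls fall with fewer reads in any case, so these numbers do not show that depth is the cause. How many calls deeper libraries would give, and how many of them would be leaderless, was not tested.

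Among the ncRNAs with footprints in M2G, 11 of 16 known from tiling arrays (68.8%) had no footprint in PYE, against 6 of 49 ncRNAs that the paper added (12.2%), although the PYE library holds more footprints. For 5 of the 11, fewer than 3 PYE footprints would be expected from the RNA-seq reads and M2G footprints, and 1 had no RNA-seq reads, so that low numbers may account for these values of 0. For the other 5, 3 or more would be expected, with the largest number, 800.4, on CCNA_R0051, which held 634 footprints in M2G. Among all ncRNAs with 3 or more expected, 5 of 8 from tiling arrays and 0 of 31 of those added by the paper held 0 in PYE. Footprints in PYE remained on the other tiling array RNAs, with 685 on the 4.5S RNA (723 in M2G), 604 on RNase P RNA (2815), 146 on 6S RNA (146), 7.00 on CCNA_R0081 (3.00) and 1.00 on CCNA_R0014 (1.00). Removal by the authors of reads on some listed RNAs in 1 library only is a candidate explanation for the 5, whereas removal of reads on all listed RNAs does not account for those that remain. No biological explanation other than RNA level was tested. A PYE value of 0 on CCNA_R0018 or CCNA_R0051 may therefore not show a lack of translation.

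The low share of 5′ ends between 15 and 60 nt upstream of the start codon may come in part from ends of other RNAs that lie upstream of a CDS. Of the 39 ends called, 11 lie on a listed ncRNA or RNA gene or up to 2 nt before it, all more than 100 nt from the start codon. Without them the share rose from 30.8% to 42.9% (95% Wilson interval 26.5 to 60.9), and with at least 5 reads from 41.5% to 44.8%. In M2G only, it rose from 14.3% to 28.6%. The increase stays within the interval of the reported value, and ends of RNAs on neither list were not tested.

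No reads in any of the 4 libraries were found on 12 of 18 CDSs whose product is a transposase (66.7%) and on 5 of 2227 other CDSs (0.225%). This is consistent with reads that match several places being left out by the authors' mapping, and values of 0 at such CDSs then do not show a lack of expression. No biological explanation was tested. Over the whole genome, 16 stretches of at least 1000 nt held no reads in any library, 34346 nt in all or 0.850% of the genome. The longest were from 2862617 to 2867828, from 3792652 to 3797857, from 589265 to 593473 and from 467155 to 471221.

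In 55 CDSs with at least 20 footprints from 12 to 30 nt after the first nucleotide of the start codon, the footprints from 30 nt before to 9 nt after it came to less than 2% of that number. If these were leaderless mRNAs, RNA 5′ ends should lie at the start codon. Of the 329 RNA-seq 5′ ends within 20 nt of the start codon in these CDSs, 80 (24.3%, 95% Wilson interval 20.0 to 29.2) lay on its first nucleotide. In 456 CDSs without such a gap, where the footprints before came to at least 50%, 489 of 11193 did (4.37%, 4.01 to 4.76). The ratio of the shares was 5.57, and 4.70 with at least 50 footprints, whereas start codons placed too far upstream would give a ratio near 1 or below. These shares are no independent test of either explanation, because by the Methods the authors placed the start codons of leaderless mRNAs in part where an RNA 5′ end, from RNA-seq or PPP sites, matched the start codon and footprints reached the 5′ end, so that the difference is partly fixed in advance. How many of the 55 starts were placed in this way was not analysed here. Other values go the other way. In 21 of the 55 no 5′ end lay at the start codon, but 5 of these had no 5′ end within 20 nt and cannot count either way. CCNA_01969 had 0 of 18 at the start codon. Of the 3 with a call at a minimum of 5 reads, 2 were leaderless and 1, CCNA_01969, had its end 23 nt upstream. Of 10 CDSs called leaderless with enough footprints, 2 had such a gap. That the footprint gap may mark leaderless mRNAs in some of these CDSs remains a hypothesis, also since the gap was found and tested in the same libraries, and since the shift of 1 nt that places 5′ ends on start codons was set on all CDSs of the list, these 55 included.

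Isolated stretches of footprint density had a mean width of 9.03 nt in M2G (95% interval 8.98 to 9.08, 23778 stretches) and 6.28 nt in PYE (6.24 to 6.32, 27735 stretches). The adjacent small CDSs CCNA_03931, CCNA_03932 and CCNA_03933, on the - strand from 773437 to 774278, held 419, 921 and 984 RNA-seq reads in M2G and 27.1, 30.9 and 35.2 in PYE. Their footprints numbered 1650, 17743 and 17605 in M2G and 275, 1751 and 1433 in PYE.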
